# Long non‐coding NR2F1‐AS1 is associated with tumor recurrence in estrogen receptor‐positive breast cancers

**DOI:** 10.1002/1878-0261.12704

**Published:** 2020-06-08

**Authors:** Anna Sanchez Calle, Tomofumi Yamamoto, Yumi Kawamura, Ai Hironaka‐Mitsuhashi, Makiko Ono, Hitoshi Tsuda, Akihiko Shimomura, Kenji Tamura, Fumitaka Takeshita, Takahiro Ochiya, Yusuke Yamamoto

**Keywords:** dormancy, ER‐positive breast cancer, late recurrence, lncRNA, PR/ER transcriptional complex

## Abstract

The tenacity of late recurrence of estrogen receptor (ER)‐positive breast cancer remains a major clinical issue to overcome. The administration of endocrine therapies within the first 5 years substantially minimizes the risk of relapse; however, some tumors reappear 10–20 years after the initial diagnosis. Accumulating evidence has strengthened the notion that long noncoding RNAs (lncRNAs) are associated with cancer in various respects. Because lncRNAs may display high tissue/cell specificity, we hypothesized this might provide new insights to tumor recurrence. By comparing transcriptome profiles of 24 clinical primary tumors obtained from patients who developed distant metastases and patients with no signs of recurrence, we identified lncRNA NR2F1‐AS1 whose expression was associated with tumor recurrence. We revealed the relationship between NR2F1‐AS1 and the hormone receptor expressions in ER‐positive breast cancer cells. Gain of function of NR2F1‐AS1 steered cancer cells into quiescence‐like state by the upregulation of dormancy inducers and pluripotency markers, and activates representative events of the metastatic cascade. Our findings implicated NR2F1‐AS1 in the dynamics of tumor recurrence in ER‐positive breast cancers and introduce a new biomarker that holds a therapeutic potential, providing favorable prospects to be translated into the clinical field.

**Abbreviations**
bHLH: basic helix loop helix
BMP: bone morphogenic protein
ChIP: chromatin immunoprecipitation
DTC: disseminated tumor cell
EMT: epithelial‐to‐mesenchymal transition
ER: estrogen receptor
lncRNA: long noncoding RNA
NR2F1: nuclear receptor subfamily 2, group F, member 1
NR2F1‐AS1: NR2F1 antisense RNA 1
PR: progesterone receptor

## 1 Introduction

Nearly 10–40% of women with estrogen receptor (ER)‐positive tumors develop metastases long after the cessation of their treatment, and metastasis is responsible for the majority of breast cancer deaths. The administration of therapy within the first 5 years substantially reduces the risk of local and distant recurrence; however, tumors may reoccur 10–20 years after initial diagnosis (Pan *et al*, 2017; Zhang *et al*, 2013). Time‐to‐recurrence varies between tumor types. ER‐negative tumors are more aggressive, and the relapse tends to reoccur at around 2–5 years after diagnosis. In contrast, ER‐positive tumors have lower risk of recurrence in the first 5 years after diagnosis (Early Breast Cancer Trialists’ Collaborative Group (EBCTCG), 2005; Hess *et al*, 2003). Hence, metastases in ER‐positive subtypes generally become clinically apparent after long asymptomatic periods. It has been suggested that the variability in time‐to‐recurrence may be related to the ability of specific cancer cells to disseminate, colonize distant tissues, and establish premetastatic niches (Gomis and Gawrzak, 2017; Zhang *et al*, 2013). Disseminated tumor cells (DTCs) enter dormancy in secondary organs and remain dormant for extended periods (Aguirre‐Ghiso and Sosa, 2018; Gomis and Gawrzak, 2017). Thus, late recurrence is thought to arise from awaken proliferative DTCs. Decisive factors in the dynamics of the dormant‐to‐awaken switch seem to reside in the microenvironment. Factors such as TGFβ2, BMPs, GAS6, NR2F1, and DEC2, which are involved in the regulation of stem cell fate and pluripotency, are in fact dormancy inducers (Aguirre‐Ghiso *et al*, 2013; Bragado *et al*, 2013; Sosa *et al*, 2014; Sosa *et al*, 2015). Although the development of new models recapitulating dormancy programs has provided great insights into metastatic processes, the mechanisms that steer DTCs into quiescence are yet unclarified (Aguirre‐Ghiso and Sosa, 2018; Sosa *et al*, 2014).

Long noncoding RNAs (lncRNAs) are transcripts with more than 200 nucleotides, generally expressed at low levels, which can display high tissue/cell‐specific activities, and are involved in multiple mechanistic roles of gene and genome regulation (Sanchez Calle *et al*, 2018; Ulitsky & Bartel 2013; Li *et al*, 2015). Because of their involvement in disease and developmental defects, lncRNAs have gained more attention as possible biomarkers or therapeutic targets. In the context of cancer, increasing evidence supports the implication of lncRNAs in tumor suppression and tumorigenesis. Specifically, in breast cancer, several lncRNAs have been assigned cooperative functions in tumorigenesis (Tracy *et al*, 2018). The lncRNA MALAT1 was shown to contribute to tumor progression in ER‐positive (also known as luminal) cell lines and has been shown to control the expression of CD133 in the dedifferentiation process of breast cancer cells (Jadaliha *et al*, 2016; Zhang *et al*, 2012). Interestingly, the depletion of Malat1 in a metastasis‐prone transgenic mouse model of breast cancer reduced lung metastases; however, primary tumors were not different in size (Arun *et al*, 2016). HOTAIR has been proposed as predictive marker for metastatic progression and overall survival in early‐stage tumors of breast cancer (Gupta *et al*, 2010). On the other hand, NEAT1 and PTENP1, commonly known as tumor suppressors in various cancer types, have been shown to potentiate cell growth and tumor progression in breast cancer (Ke *et al*, 2016; Yndestad *et al*, 2017; Yndestad *et al*, 2018). Collectively, these nuances emphasize the tissue/cell specificity of lncRNAs and their ability to selectively target genes and impact signaling cascades in a confined manner.

We hypothesized that specific lncRNAs might be associated with late recurrence in breast cancer. To this end, we compared transcriptional profiles of primary tumors obtained from 10 recurrent and 14 nonrecurrent ER‐positive breast cancer patients. We successfully identified the lncRNA NR2F1 antisense RNA1 (NR2F1‐AS1) as a main lncRNA linked to recurrence. We unveil that the regulation of NR2F1‐AS1 expression is mediated by the transcriptional complex formed by progesterone receptor (PR) and ER, and show that its gain of function steers cancer cells into quiescence‐like state by the upregulation of dormancy inducers and the pluripotency, in addition to the activation of metastatic events. Thus, ER‐positive breast cancer cells expressing NR2F1‐AS1 could benefit of the activation of prosurvival signaling cascades, upregulate metastatic‐related biological processes, and bear the ability to enter dormancy.

## 2 Materials and Methods

### 2.1 Clinical specimens

Clinical specimens from luminal breast cancer patients were provided by the National Cancer Center Hospital (Tsukiji, Tokyo, Japan). This study was approved by the Internal Review Board of the National Cancer Center, Tokyo, Japan (no. 2013‐173) and conducted according to the Declarations of Helsinki, and all participants gave their written consent. In total, 24 primary tumor samples were collected with needle biopsy. Fourteen samples are considered as no recurrence (at least 10 years no recurrence observed) and 10 samples are the primary tumors from recurred patients within 10 years. Clinical information is shown in Table 1 and Table S1 (treatment information after surgery).

**Table 1:** Clinicopathological characteristics of luminal type breast cancer patients in this study

	Total (*n* = 24)	Number of patients (%)			*P* value
		Nonrecurrence (*n* = 14)	Recurrence (*n* = 10)		
Subtype					
Luminal A	14 (58)	10 (71)	4 (40)		0.123
Luminal B	10 (42)	4 (29)	6 (60)		
Invasive component (mm)					
<25	18 (75)	12 (86)	6 (60)		0.151
>25	6 (25)	2 (14)	4 (40)		
Histology					
IDC	23 (96)	14 (100)	9 (90)		0.227
ILC	1 (4)	0 (0)	1 (10)		
Ki67 score					
1	8 (33)	6 (43)	2 (20)		0.180
2	7 (29)	4 (29)	3 (30)		
3	7 (29)	2 (14)	5 (50)		
4	2 (8)	2 (14)	0 (0)		
Chemotherapy					
Yes	15 (63)	7 (50)	8 (80)		0.134
No	9 (38)	7 (50)	2 (20)		
Endocrine therapy					
Yes	20 (83)	11 (79)	9 (90)		0.459
No	4 (17)	3 (21)	1 (10)		
Metastasis					
Yes	10 (42)	0 (0)	10 (100)		<0.001
No	14 (58)	14 (100)	0 (0)		
			SLN	2 (20)	
			Cervical LN	1 (10)	
			Lung	2 (20)	
			Liver	3 (30)	
			Bone	3 (30)	
			Others	1 (10)	

### 2.2 Cell lines, culture conditions, and transfections

The cell lines were purchased from ATCC in 2016 and authenticated using STR profiling. All cell lines were routinely cultured in RPMI 1640 supplemented with 10% FBS without antibiotics at 37 °C and 5% CO_2_. The plasmids transfected into the BT474 cell line were pcDNA3.1‐P2A‐eGFP containing the sequence of the short Var4 of NR2F1‐AS1 and pcDNA3.1/Hygro(+) containing the sequence of the long Var1 of NR2F1‐AS1; pcDNA3.1‐P2A‐eGFP and pcDNA3.1/Hygro(+) were used as negative controls (GenScript, Piscataway, NJ, USA). Transfection was performed by nucleofection using the same parameters (Nucleofector™ 2b Device, Lonza Bioscience, Basel, Switzerland).

### 2.3 RNAi

Cell lines were transfected for 72 h with 5 nm target siRNA or the negative control No. 1 Silencer® Select, Ambion #4457171 (Life Technologies, Tokyo, Japan) using Lipofectamine™ RNAiMAX #13778075 (Invitrogen, Thermo Fisher Scientific, Tokyo, Japan). The sequences targeting human ER and PR are described in Table S2.

### 2.4 RNA isolation and quantification

cDNA was synthesized from 1 μg of total RNA isolated from tissue or cells using the High‐Capacity cDNA Reverse Transcription Kit #4374967 (Applied Biosystems, Tokyo, Japan). Target genes were detected using probes from TaqMan Gene Expression Assays (Thermo Fisher Scientific, Tokyo, Japan) or using specific primers as shown in Table S2 with Platinum™ SYBR™ Green qPCR SuperMix‐UDG (Thermo Fisher Scientific). Threshold cycle values were normalized to ACTB, and relative expression levels of target genes were calculated using the delta CT method.

### 2.5 Chromatin immunoprecipitation assay

A commercially available SimpleChIP^®^ Plus Kit (Magnetic 150 Beads) #9005 (Cell Signaling Technology, Japan, K.K.) was used according to the manufacturer’s instructions. Antibodies to progesterone receptor (Cell Signaling Technology, 6A1, #3172) and estrogen receptor α (Cell Signaling Technology, Tokyo, Japan, D8H8, #8644) are used. The PCR primers for the promoter region of NR2F1‐AS1 are shown in Table S1.

### 2.6 Immunoblotting

Western blotting was performed with 15–20 μg of protein lysate and 4–20% Mini PROTEAN® TGX™ Precast Protein Gels #4561095 (Bio‐Rad Laboratories, PA, USA). Antibodies to Stat1 (Cell Signaling Technology, #9172), phospho‐Stat1 (Cell Signaling Technology, #9177), p38 MAPK (Cell Signaling Technology, D13E1, #8690), phospho‐p38 MAPK (Cell Signaling Technology, D3F9, #4511), p21 Waf1/Cip1 (Cell Signaling Technology, 12D1, #2947T), and p27 Kip1 (Cell Signaling Technology, D69C12, #3686T) were used. For others, the same antibodies were used as for the chromatin immunoprecipitation (ChIP) assay, with the addition of mouse mAb anti‐actin antibody, clone C4 #MAB1501 (Merck Millipore, Burlington, MA, USA).

### 2.7 Anoikis assay

For anoikis analysis, we used CytoSelect Anoikis Assay (CBA‐081, Cell Biolabs, Inc., San Diego, CA, USA). NR2F1‐AS1‐variant 1, variant 4, or control plasmid was transiently transfected with lipofectamine 3000 reagent (Invitrogen, Thermo Fisher Scientific). The transfected cells (each well: 4 × 10^4^ cells) were plated into normal and anchorage‐resistant 96 well plates. MTT assay and fluorometric assay with calcein‐AM (green fluorescence, live cells) and EthD‐1 (red fluorescence, dead cells) were performed following the manufacturer’s instructions. The rate of anoikis resistance was estimated by comparing cell viability and cell death rate between normal and anchorage‐resistant condition.

### 2.8 In vivo analysis

NR2F1‐AS1‐variant 1 and control plasmids were transiently transfected into BT474 cells with lipofectamine 3000 reagent (Invitrogen, Thermo Fisher Scientific). Two days after transfection, the transfected cells (5 × 10^5^ cells) were intravenously transplanted into immunodeficient mouse. Three days after injection, the mice were euthanized and dissected, and lung tissues were collected. Metastasized cells were detected by quantitative PCR of gDNA with human‐specific primer (Funakoshi *et al*., 2017) and mouse‐specific primer (Duleba *et al*., 2020) as shown in Table S2.

### 2.9 Microarray

Total RNA was amplified and labeled with Cy3 using a Low Input Quick Amp Labeling Kit, one color (Agilent Technologies, Tokyo, Japan), following the manufacturer’s instructions. For each hybridization, 0.60 μg of Cy3‐labeled cRNA was fragmented and hybridized at 65 °C for 17 h to an Agilent SurePrint G3 Human GE v2 8x60K Microarray (design ID: 039494). The microarray chips were scanned using an Agilent DNA microarray scanner. Intensity values for each scanned feature were quantified using agilent feature extraction software version 11.5.1.1, which performs background subtraction. Normalization was performed with agilent genespring version 13.1.1 (per chip: normalization to 75th percentile shift). The altered transcripts were quantified using the comparative method. Raw and normalized microarray data are available in the Gene Expression Omnibus database (accession numbers GSE128600 and GSE128617). The intensity values were log2‐transformed and imported into Partek Genomics Suite 6.6 (Partek Inc., Chesterfield, MO, USA). One‐way analysis of variance was performed to identify differentially expressed genes. Fold change and *P*‐values were calculated for each analysis. Unsupervised clustering and heat map generation were performed with sorted datasets by Pearson’s correlation or Ward’s method with selected probe sets by Partek Genomics Suite 6.6.

### 2.10 Dataset sources

The clinical TCGA datasets for breast cancer (TCGA‐BRCA) were downloaded from the data portal of the Genomic Data Commons (GDC, https://portal.gdc.cancer.gov/projects/TCGA‐BRCA). Kaplan–Meier plots of overall survival (OS) and distant metastasis‐free survival (DMFS) were estimated for breast cancer with the complete analysis tool KM plotter (www.kmplot.com). Gene set enrichment analysis (GSEA) and Ingenuity pathways analysis (IPA) were used. Activated upstream regulators were considered when the IPA activation z‐score value was between 2‐ and 4‐fold (*P* < 0.001). For IPA, the analysis was performed following the manufacturer’s instructions (https://www.qiagenbioinformatics.com/products/ingenuity‐pathway‐analysis/).

### 2.11 Statistics

Data are presented as mean ± SD of *n* = 3 biological samples in triplicate. For two group comparisons, the statistical significance was determined by Student’s t‐test or Chi‐square test. For multiple comparisons, the significance of differences in average values was analyzed using one‐way ANOVA with Tukey’s HSD or Dunnett’s post hoc test. The limit of statistical significance for all analyses was defined as *P < 0.01 and **P < 0.001. For analyses of TCGA_BRCA datasets, Kruskal–Wallis and Wilcoxon tests were applied when *P* < 0.05 by Shapiro–Wilk test.

## 3 Results

### 3.1 Transcriptome analysis of 24 ER‐positive breast primary tumors

To elucidate a distinctive molecular signature of recurrence, we performed transcriptome analysis with nontreated 24 clinical needle‐biopsied samples from ER‐positive breast primary tumors (Table 1): 10 tumors which recurred after the treatment and 14 which did not recur. Principal component analysis (PCA) for the whole transcriptome did not show the clear separation among recurrence status as well as luminal subtypes (Fig. 1A). Based on recurrence status, differentially expressed genes (DEG, Fig. 1B) were clustered, which did not match with luminal subtypes (Fig. 1C); however, a gain of cancer‐related genes in the recurrence group was clearly observed (Fig. 1D). Additionally, gene set enrichment analysis (GSEA) identified enriched gene sets related to EMT, focal adhesions, and cancer stem cell‐associated markers (*P* < 0.05) (Fig. 1E). Thus, the transcriptome data of primary tumors that recurred after the treatment suggest distinct expression profiles from the primary tumors that did not recur after the treatment.

**Fig. 1:**
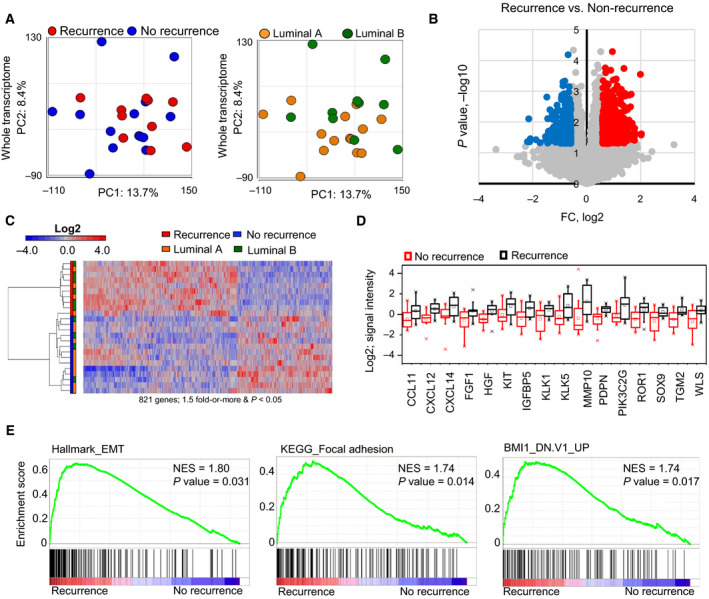
Molecular characterization of ER‐positive breast cancer primary tumors. (A) Principal component analyses (PCAs) of the whole transcriptome based on recurrence status (left) and luminal subtype (right) by microarray. (B) Volcano plot of the whole transcriptome data. The genes with 1.5‐fold or more change and *P* < 0.05 are marked with color (red: high and blue: low). (C) Heatmap based on the differentially expressed gene (DEG) probes clustering by recurrence status (1.5‐fold change, *P* < 0.05). (D) Selected DEGs upregulated in the recurrence group. Upper whisker: max, and lower whisker: min. (E) Representative gene set enrichment analysis (GSEA) for recurrence versus no recurrence. NES = normalized enrichment score (*P* < 0.05).

### 3.2 LncRNA NR2F1‐AS1 is associated with recurrence

Since lncRNAs may display highly tissue/cell‐specific activities, we questioned whether this could represent an optimal feature to signify tumor recurrence in ER‐positive breast cancers. Thus, we analyzed the differentially expressed lncRNAs associated with tumor recurrence. When compared the expression of lncRNAs among recurrence status, only 35 lncRNAs were upregulated and 17 lncRNAs were downregulated in the tumors which recurred after the treatment (Fig. 2A). Although there were a few lncRNAs distinctly expressed, they enabled to separate the recurrence and nonrecurrence (Fig. 2B). To find out the lncRNAs which are associated with both luminal A and B types, we also compared separately and narrowed down to 5 candidates (Fig. 2C). The expressions of these lncRNAs were high in both luminal A and B types (Fig. 2D). Further validation by quantitative PCR confirmed NR2F1‐AS1 as a lncRNA that was likely related to recurrence (Fig. 2E). For other 4 candidates, we could see the trend showing higher expression in recurrent cases but not statistically significant (Fig. S1).

**Fig. 2:**
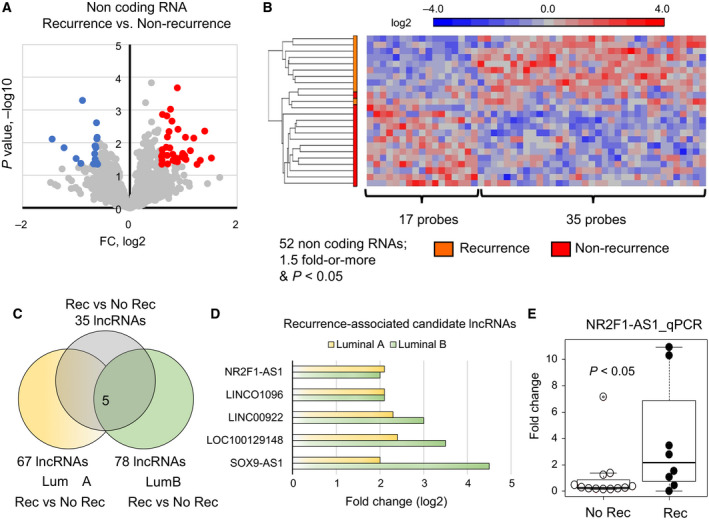
The NR2F1‐AS1 is associated with tumor recurrence. (A) Volcano plot of the lncRNA data. The genes with 1.5‐fold or more change and *P* < 0.05 are marked with color (red: high and blue: low). (B) Heatmap based on the differentially expressed lncRNA probes clustering by recurrence status (1.5‐fold change, *P* < 0.05). (C) Venn diagram showing that the lncRNA candidates with upregulated in the recurrence status. (D) 5 computationally predicted lncRNAs, which may be associated with tumor recurrence. (E) qPCR validation of NR2F1‐AS1 as the main lncRNA candidate associated with recurrence. Upper whisker: max, and lower whisker: min.

### 3.3 Clinical relevance of NR2F1‐AS1 in ER‐positive breast cancer

To expand our knowledge about the presence of NR2F1‐AS1 in breast cancer subtypes, we analyzed datasets from The Cancer Genome Atlas Breast Cancer (TCGA_BRCA). Because of the differences in relapse between ER‐negative and ER‐positive subtypes, we stratified the datasets into 3 main phenotypes, luminal (ER+), HER2‐positive (ER−/PR−/HER2+), and TNBC (ER‐/PR‐/HER2‐), and extracted the cases with available information about relapse status (Fig. 3A). Interestingly, HER2‐positive subtypes display higher expression of NR2F1‐AS1 (*P* = 0.011, Fig 3B). However, when the cases with relapse we isolated, the presence of NR2F1‐AS1 was more prominent in ER‐positive luminal cases, although not statistically significant (*P* = 0.058, Fig. S2A). Thus, we subtracted the ER‐positive luminal subtypes and found a significant expression of NR2F1‐AS1 in recurrence group (*P* = 0.004, Fig 3C). Also, we found that the expression of NR2F1‐AS1 is significantly associated with the status of lymph node (Fig. S2B) and patients who received the initial diagnose under 50 years old (Fig. S2C).

**Fig. 3:**
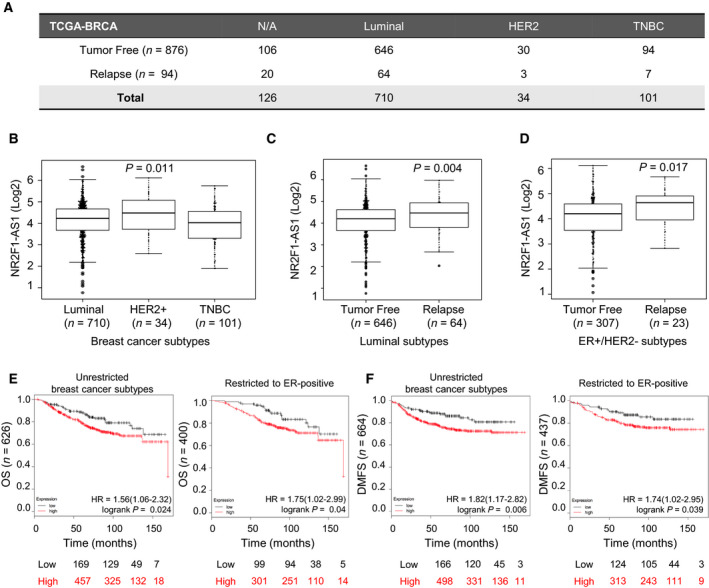
Biological relevance of NR2F1‐AS1 in breast cancer based on public database. (A) Summary table of clinical cases with track record of recurrence status. (B–D) Sequencing reads of TCGA_BRCA data for NR2F1‐AS1 in Luminal, HER2‐positive and TNBC subtypes (B), subtracted clinical cases with Luminal subtype (C), and ER‐positive/HER2‐negative subtype (D), Upper whisker: max, and lower whisker: min. (E, F) Kaplan–Meier plots for the overall survival (OS) (E) and distant metastasis‐free survival (DMFS) (F), unrestricted to breast cancer subtypes and restricted to ER‐positive cases (https://kmplot.com/analysis/). To separate samples, Auto select best cutoff was used.

On 2012, Curtis et al. introduced a novel classification of breast cancer subtypes based on the meta‐analysis of copy number variation from 2000 breast tumors. Recently, the same group has reported the associated risk of recurrence for each subtype (Curtis *et al*, 2012; Rueda *et al*, 2019). The latter study shows that the IntClust subtypes belonging to late recurring with highest risk of relapse up to 20 years are enriched in ER+/HER2‐. In line with these findings, we subtracted the ER+/HER2‐ cases and divided them accordingly to the relapse status. Strikingly, the relation between recurrence, ER+/HER2‐, and the expression of NR2F1‐AS1 was found significant (*P* = 0.017), supporting the association of NR2F1‐AS1 to late recurrence (Fig 3D). Additionally, using another public database, a Kaplan–Meier analysis of breast cancer patients indicated that high NR2F1‐AS1 levels correlated with poor overall survival (OS) and distant metastasis‐free survival (DMFS), even when restricted to ER‐positive cases (Fig 3E‐F).

### 3.4 ER and PR negatively regulate NR2F1‐AS1 transcription

To understand whether NR2F1‐AS1 is related to the ER‐positive subtype, we first addressed whether its presence was associated with the hormone receptors. When only using recurrence cases, we noted an inverse correlation between NR2F1‐AS1 and PR (Fig 4A), although ER showed a weak correlation with NR2F1‐AS1. In contrast, no recurrence cases did not show a significant correlation with any hormone receptors (Fig. S3), suggesting that the presence of NR2F1‐AS1 is more tightly related to recurrence than ER‐positive subtype itself.

**Fig. 4:**
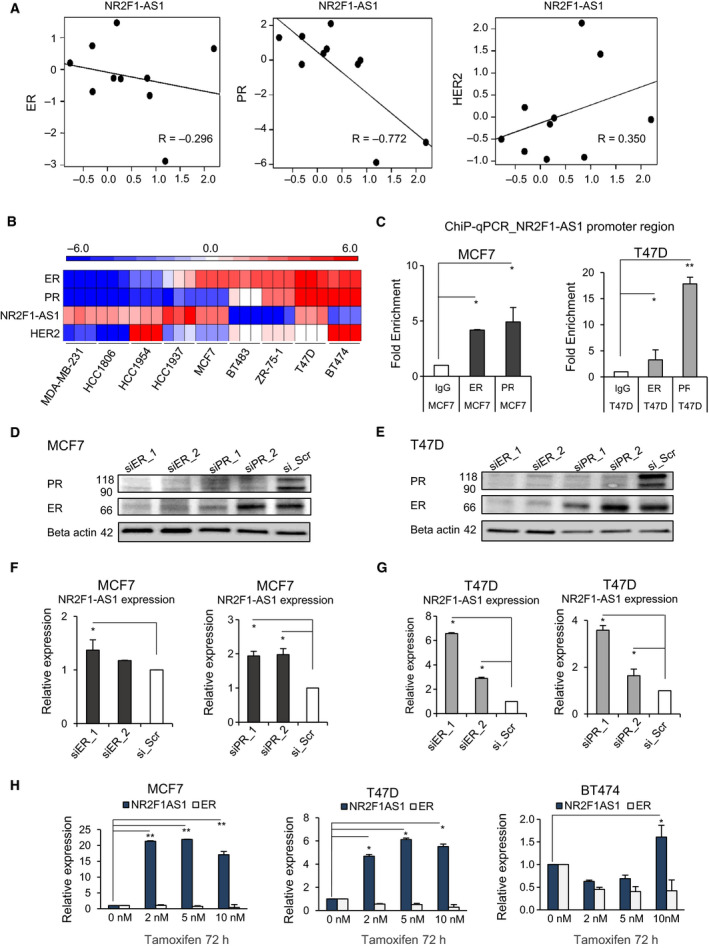
Progesterone receptor and ER govern NR2F1‐AS1 expression. (A) Pearson correlation of ER, PR, and HER2 with NR2F1‐AS1 restricted to recurrence samples based on microarray samples. (B) Heatmap showing the expression levels of ER, PR, NR2F1‐AS1, and HER2 in a series of breast cancer cell lines of different origin based on qPCR. (C) ChIP‐qPCR for the enrichment of ER and PR in the promoter region of NR2F1‐AS1. Normal rabbit IgG is shown as a negative control. (D, E) Transient silencing of ER and PR for 72 h with siRNA in MCF7 (D) and T47D (E). Two different siRNA sequences were used for each receptor. Scramble siRNA (siR_Scr) is shown as a negative control. (F, G) Relative expression levels of NR2F1‐AS1 upon transient knockdown of ER and PR. (H) Relative expression levels of NR2F1‐AS1 and ER after the administration of low doses of tamoxifen for 72 h (*n* = 3 in triplicate; Student’s t‐test, *P < 0.01, **P < 0.001). Error bars: mean ± SD.

To interrogate the biological relevance of the presence of NR2F1‐AS1, we screened its expression in 9 genotypically distinct breast cancer cell lines. Briefly, we observed that NR2F1‐AS1 expression was higher in the absence of hormone receptors (Fig. 4B) and it is also confirmed by the correlation of NR2F1‐AS1 and hormone receptor expression in the cell lines (Fig. S4). Cell lines expressing higher NR2F1‐AS1 levels included those representatives of TNBC and HER2‐positive subtypes and, interestingly, the ER‐positive luminal type MCF7 and T47D cell lines. Other ER‐positive cell lines, such as BT483, ZR‐75‐1, and BT474 cells, showed no quantitative expression of NR2F1‐AS1. Notably, MCF7 and T47D lines are derived from metastatic sites of pleural effusion, while the rest of ER‐positive cell lines were originally derived from nonmetastatic sites. This finding prompted us to consider that the expression NR2F1‐AS1 is linked to the kinetics of metastasis.

Previous studies have reported that the physical interaction of PR and the ER transcriptional complex can activate and redirect transcriptional outputs in breast cancer cells (Carroll *et al*, 2017). Since our clinical recurrence samples showed an inverse correlation between PR and NR2F1‐AS1, we evaluated the potential chromatin binding of PR and ER to the NR2F1‐AS1 promoter region. We employed ChIP‐qPCR in the ER‐positive cell lines expressing higher levels of NR2F1‐AS1, namely MCF7 and T47D cells. A gain of enrichment for PR over ER was observed and was more apparent in T47D cells, which have markedly higher PR levels than MCF7 cells (Fig. 4C). Our data suggested that the transcriptional regulation of NR2F1‐AS1 is most likely mediated by PR. However, the inverse correlation was indicative of repression of NR2F1‐AS1 expression. To confirm this, we transiently knocked down the expression of PR and ER by siRNA (Fig 4D and E). Consistently, the expression levels of NR2F1‐AS1 increased upon the transient depletion of ER and PR in both cell lines (Fig. 4F and G).

To further confirm whether the ER‐PR signaling inhibits the expression of NR2F1‐AS1, we exposed 3 different ER‐positive breast cancer cell lines to low doses of tamoxifen for 72 h to avoid compromising cell viability. After the treatment of low doses of tamoxifen, the expression of ER decreased slightly, and the levels of NR2F1‐AS1 markedly increased in MCF7 and T47D (Fig. 4G). The BT474 cell line, which does not show detectable levels of NR2F1‐AS1, showed a slight increase in NR2F1‐AS1 expression when exposed to 10 nM of TAM for 72 h. Collectively, our data indicated that the ER–PR transcriptional complex negatively mediated the transcriptional expression of NR2F1‐AS1. Interestingly, in the early stage of ER‐positive breast cancer, high levels of PR are linked to decreased metastasis (Mohammed *et al*, 2015; Thomas and Gustafsson, 2015). Thus, we wondered whether this could relate to the presence of NR2F1‐AS1.

### 3.5 ER‐positive breast cancer cells undergo quiescence‐like state upon NR2F1‐AS1 overactivation

NR2F1‐AS1 is well conserved across species and is fundamentally involved in the transcriptional regulation of neuronal fate (Ang *et al*, 2019). It has known 10 different variants and is located on chromosome 5q15 (Fig. 5A). Prior to characterizing the outcomes of overexpressing NR2F1‐AS1, we confirmed that at least NR2F1‐AS1 variant 1 (Var1) and variant 4 (Var4) were present in the recurrence group of clinical samples. To test their function, we separately stably transfected them into BT474 cells, which originated from a primary tumor site and do not express NR2F1‐AS1. The overexpression of both variants attenuated cell proliferation and slowed cell growth. The decreases in percentage of Ki67‐positive cells were observed in BT474 cells with transient expression of NR2F1‐AS1 Var1 and Var4 (Fig. S5). Cell viability became progressively compromised, and cell population had dramatically reduced to a few cells. The remaining cells were maintained, and at 60 days, small colonies could be observed. After 75 days, colonies displayed remarkable morphological changes compared with control BT474 cells (Fig. 5B). Also, we confirmed p21 and p27 gene expression and protein levels in BT474‐Var1 and BT474‐Var4, and the increases in p21 and p27 levels were observed (Fig. S6).

**Fig. 5:**
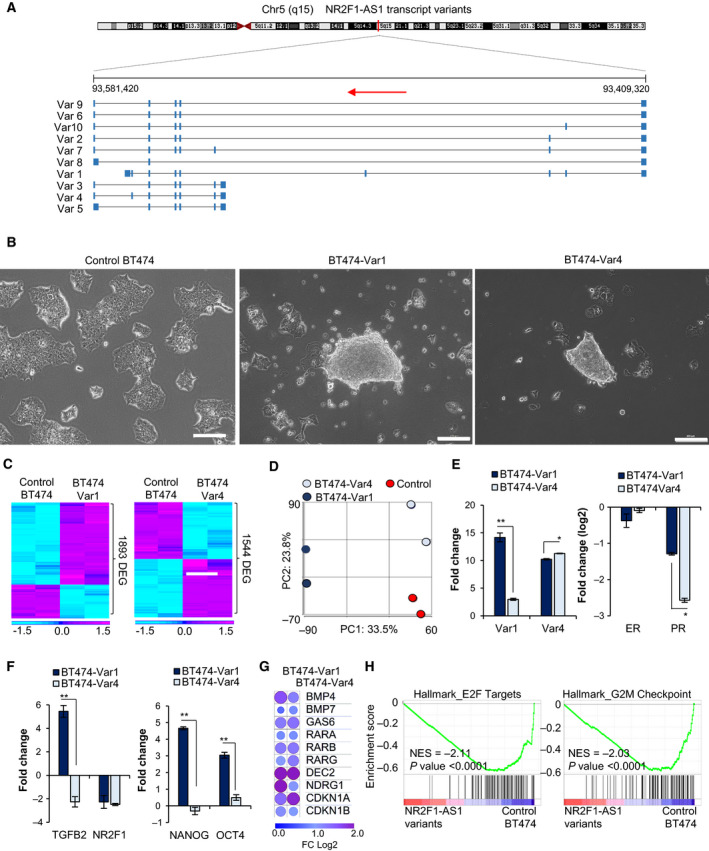
Gain of function of NR2F1‐AS1 Var1 and Var4 induce dormancy. (A) Illustration of the genomic sequence of Homo sapiens NR2F1‐AS1 and its transcript variants (indicated as Var). NC_000005.10 chromosome 5q15 GRCh38.p12. Source: NCBI Gene. (B) Morphological changes induced by the overactivation of NR2F1‐AS1 Var1 and Var4 in BT474 cells. Transfected variant and control BT474 cells underwent antibiotic selection for 20 days and were maintained in antibiotic‐free medium thereafter. Scale bars: 200 μm. (C) Heatmap based on DEG in Control BT474 cells versus BT474‐Var1 and BT474‐Var4 cells (*n* = 2 replicates, 2‐fold increase, *P* < 0.05). (D) PCA of the whole transcriptomes of Control BT474, BT474‐Var1, and BT474‐Var4 cells. (E, F) qPCR analysis of the fold change in expression levels (*n* = 3 in triplicate; Student’s *t*‐test, *P < 0.01, **P < 0.001). Fold changes are shown by comparing with control cells. Error bars: mean ± SD. (G) Heatmap based on dormancy related factors found in BT474‐Var1 and BT474‐Var4 cells, shown as log2 fold change. (H) Functional enrichment analysis by GSEA for BT474‐Var1 and BT474‐Var4 cells (in combination) versus Control BT474 cells (*P* < 0.05).

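RNA of BT474 cells, an ER-positive and HER2-positive breast cancer cell line, was measured on 6 one-color Agilent arrays, 2 of Control BT474 cells that carried an empty vector, 2 of BT474-Var1 cells and 2 of BT474-Var4 cells. The file headers give another design number than the methods and place the probes on hg19 (GRCh37). Each array held 62976 spots, of which 60901 were not controls and made up 58201 probes under 43317 gene names. The Feature Extraction software had subtracted the background and detrended the intensities. It had marked 63 to 128 of these spots per array as outliers, which were left out, and 0 as saturated. The share of probes marked well above background was 54.4% and 57.5% on the Control arrays, 53.1% and 56.3% on the BT474-Var1 arrays, and 53.1% and 47.6% on the BT474-Var4 arrays. The processed intensities were log2-transformed, the 75th percentile of each array's non-control probes was subtracted, and spots of the same probe were averaged. The authors' normalized values are the same quantity, with a median absolute difference of at most 0.00716 per array, apart from a floor on 1 Control array where 2160 probes share the lowest value. Replicate arrays correlated across probes at r = 0.996 for Control, 0.993 for BT474-Var1 and 0.994 for BT474-Var4 cells, and the SD between them was 0.20, 0.25 and 0.24 log2 units. The 31858 probes that were well above background on both arrays of at least 1 group (54.7%) were tested with limma, with a mean per group and moderated variances, and p was adjusted over these probes by the Benjamini-Hochberg method. The fit had 3 residual and 1.53 prior degrees of freedom, so the number of arrays limits the precision. Where a group lay below background, the fold change is given as a bound, with values of that group raised to the dimmest spot marked well above background on the same array; where they already lay above it, the fitted change is given. All 6 arrays lay on 1 slide, and the BT474-Var1 arrays lay in another column of it than the other 4, so a difference between the columns and an effect of Var1 cannot be told apart by the arrays' positions.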

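NR2F1-AS1, the transfected transcript, is transcribed from the minus strand of chromosome 5 and had 4 probes. The files do not say which variant a probe matches, and their positions are on hg19 while the paper maps the variants on GRCh38, so the probes are given by place. The probe A_19_P00320140 (92745544 to 92745603), toward the 3' end of the gene, was not above background on the Control and BT474-Var4 arrays and was at least 15.1-fold higher in BT474-Var1 than in Control cells (log2 intensity relative to the 75th percentile -0.47 ± 0.06, SD, n = 2; adjusted p = 0.00233). A neighboring probe, A_22_P00006112 (92746995 to 92747054), was at least 13.2-fold higher in BT474-Var1 cells (adjusted p = 0.0034) and not above background on the BT474-Var4 arrays. A_24_P51080 (92877924 to 92877983) was at least 57.2-fold higher in BT474-Var4 than in Control cells, at 1.58 ± 0.12 (SD, n = 2; adjusted p = 0.00846), and was not above background on either BT474-Var1 array. The probe nearest the 5' end, A_22_P00006111 (92889467 to 92889526), was higher in both populations, at least 149.8-fold in BT474-Var4 (adjusted p = 0.0041) and at least 6.07-fold in BT474-Var1 cells (adjusted p = 0.0134). Its rise in BT474-Var1 cells had an adjusted p of 0.0584 and 0.0627 without 1 of the BT474-Var1 arrays and of 0.0529 under the methods' one-way analysis of variance (2.9e-05 to 0.0627 over all alternatives). ACTB, the reference gene of the qPCR, changed by -0.01 in BT474-Var1 (adjusted p = 0.899) and by -0.08 in BT474-Var4 cells (adjusted p = 0.377) on its brighter probe, and quantile normalization gave 0.03 and 0.08.

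**Figure D1:**
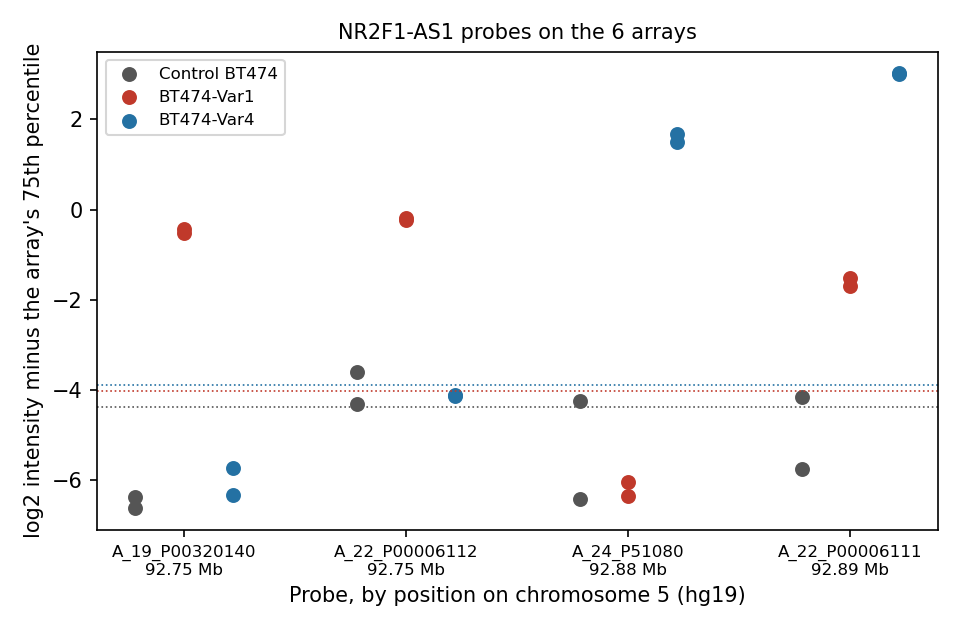
Log2 intensity of the 4 NR2F1-AS1 probes, relative to the 75th percentile of each array, by position on chromosome 5 (hg19), with a point for each of the 2 arrays of Control BT474, BT474-Var1 and BT474-Var4 cells. Dotted lines mark the mean of each group's dimmest spots that were well above background; A_24_P51080 lies at 1.58 on average in BT474-Var4 cells and below these lines in BT474-Var1 cells.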

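Relative to Control cells, 1256 probes of 1178 gene names differed by 2-fold or more with an adjusted p under 0.05 in BT474-Var1 cells, 886 of them higher and 370 lower. In BT474-Var4 cells there were 1010 such probes of 940 gene names, 509 higher and 501 lower. The share of these probes that was higher depended on the scaling between arrays, at 70.5% in BT474-Var1 and 50.4% in BT474-Var4 cells after the 75th percentile shift and at 56.6% and 61.7% after quantile normalization. Background correction by normexp with an offset of 50 moved the counts most, to 170 and 152. Without the Control A or the Control B array the count for BT474-Var4 was 665 or 652. When 200 of the tested probes were shifted by 2 log2 units in simulated data with the same design, 90% and 90.5% of them were recovered, with 2 and 7 false calls.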

With overexpression of both NR2F1‐AS1 variants, a large number of genes were differentially expressed (Fig. 5C). 

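In a principal component analysis of the log2 values of 58079 non-control probes, centered per probe and not scaled, PC1 held 33.1% and PC2 24.0% of the variance. The BT474-Var1 arrays scored -95.8 and -92.8 on PC1, where the Control arrays scored 43.3 and 57.3 and the BT474-Var4 arrays 57.2 and 30.9. On PC2 the Control arrays scored -45.5 and -75.7 and the BT474-Var4 arrays 39.3 and 94.8, while the BT474-Var1 arrays scored 18.6 and -31.4. With normexp background correction PC1 held 59.1%. The components were computed from the 6 arrays that they separate and carry no test. Across the tested probes, which are not independent replicates, the log2 fold changes of BT474-Var1 and BT474-Var4 cells against Control correlated at r = 0.265. Both comparisons use the same Control arrays, and 50 simulations of unchanged groups against shared controls gave r between 0.469 and 0.529. Without a filter on dim probes r was 0.425.

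**Figure D2:**
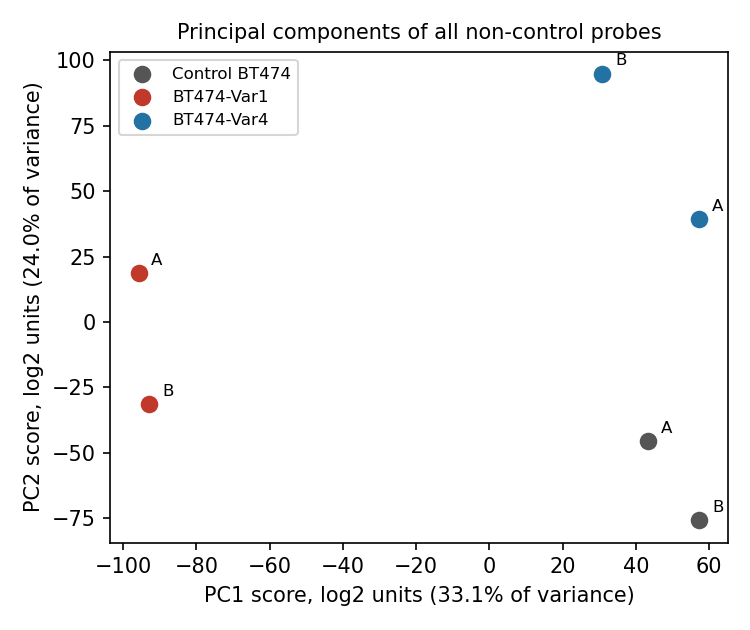
Scores of the 6 arrays on the first principal components (PC1 and PC2, log2 units), a point per array, labeled A or B and colored by population. The BT474-Var1 arrays lie near -95.8 and -92.8 on PC1, apart from the other 4, and the Control and BT474-Var4 arrays are parted along PC2.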

PCA mapping with whole transcriptome revealed that Var1 and Var4 showed distinct expression profiles (Fig. 5D). We confirmed that surviving colonies overexpressed their corresponding transfected NR2F1‐AS1 variants (Fig. 5E, left). Strikingly, the overexpression of Var1 induced the upregulation of endogenous Var4, but the converse was not observed, suggesting coordinated transcriptional activity. In line with our previous correlations, PR and ER were downregulated upon the overexpression of both NR2F1‐AS1 variants; in particular, the presence of Var4 seemed to exert a major effect on ER and PR expression (Fig. 5E, right).

Tumor cell dormancy can be fueled through distinct cues, such as the protein‐coding genes, TGFβ2 and NF2F1 (Bragado *et al*, 2013; Sosa *et al*, 2015). Thus, since BT474‐Var1 and BT474‐Var4 showed attenuated cell growth and proliferation, we assessed the expression of TGFβ2 and NR2F1 (Fig. 5F, left). Contrary to our expectations, only BT474‐Var1 cells displayed increased levels of TGFβ2, while NR2F1 was downregulated in both populations. Because quiescence status is closely related to the stemness for the survival of dormant cells (Aguirre‐Ghiso and Sosa, 2018), we also evaluated the pluripotent markers NANOG and OCT4, which were upregulated only in BT474‐Var1 cells (Fig. 5F, right). This finding underlined the functional divergence due to the simultaneous coexpression of the two NR2F1‐AS1 variants versus Var4 alone. Then, we examined the presence of commonly known dormancy inducers and cyclins involved in cell cycle arrest (Fig. 5G). 

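Of the 9 genes in Fig. 5G, 5 passed an adjusted p of 0.05 in BT474-Var1 cells (3 higher and 2 lower) and 4 in BT474-Var4 cells (2 higher and 2 lower); adjusted over the list alone, 5 passed in each. BMP4 rose by 1.04 (SE 0.12, adjusted p = 0.00689) in BT474-Var1 cells and by 0.45 (adjusted p = 0.0599) in BT474-Var4 cells, where normexp gave an adjusted p of 0.0148 (0.00884 to 0.214 over all alternatives), and BT474-Var4 minus BT474-Var1 was -0.59 (adjusted p = 0.0204). NDRG1 rose by 3.12 (SE 0.05, adjusted p = 8.4e-04) in BT474-Var1 cells and changed by 0.05 (adjusted p = 0.517) in BT474-Var4 cells. The 3 probes of BMP7 were lower in BT474-Var1 cells, by -0.33 (adjusted p = 0.0384) on the brightest, by -0.98 (adjusted p = 0.00311) on a second and from 2.78 to 1.78 (adjusted p = 0.00374) on the third, and changed by -0.37, -0.24 and -0.21 in BT474-Var4 cells. On the brightest BMP7 probe no call of BT474-Var1 held without 1 of the Control or BT474-Var1 arrays (adjusted p 0.121 to 0.141), and the call of BT474-Var4 was lost without any array but BT474-Var4 B (adjusted p 0.0765 to 0.151). RARA changed by -0.33 (adjusted p = 0.0108) and -0.46 (adjusted p = 0.00832) on 1 probe and by -0.16 and 0.03 on the other; the former calls were lost without either Control array (adjusted p up to 0.0623), and that of BT474-Var1 also without its replicate A (adjusted p = 0.0527). GAS6 and RARB were near background and passed no threshold, although without the Control B array the adjusted p in BT474-Var1 cells was 0.0405 for GAS6 and 0.0485 for RARB, and normexp gave 0.0418 for GAS6; the highest over all alternatives were 0.655 and 0.896. CDKN1A (p21) rose by 1.16 (SE 0.17, adjusted p = 0.0164) in BT474-Var4 cells and by 0.41 (adjusted p = 0.139) in BT474-Var1 cells, and the difference was 0.76 (adjusted p = 0.0282). The call of CDKN1A in BT474-Var4 cells was lost without Control B or either BT474-Var4 array (adjusted p 0.0557 to 0.0762), and under normexp the rise in BT474-Var1 cells had an adjusted p of 0.0214 (up to 0.385 over all alternatives). CDKN1B (p27) changed by 0.01 and -0.05 on its brighter probe and by 0.26 (adjusted p = 0.0498) and -0.07 on the other.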

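BHLHE41, the gene of DEC2, was read by the probe A_23_P139500 on chromosome 12 (26273632 to 26273691) and was well above background on all 6 arrays. Its log2 intensity relative to the 75th percentile was -1.78 ± 0.22 (SD, n = 2) in Control, 0.74 ± 0.12 (SD, n = 2) in BT474-Var1 and 0.42 ± 0.06 (SD, n = 2) in BT474-Var4 cells. The log2 fold change was 2.52 (SE 0.13, adjusted p = 0.00293) in BT474-Var1 and 2.20 (adjusted p = 0.00343) in BT474-Var4 cells. The difference of -0.32 between BT474-Var4 and BT474-Var1 cells did not pass the threshold (adjusted p = 0.116).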

Although there is diversity in their expression levels between Var1 and Var4, both had equal stimulation of the transcription factor differentially expressed in chondrocytes 2 (DEC2), which is known to induce dormancy (Aguirre‐Ghiso *et al*, 2013; Aguirre‐Ghiso and Sosa, 2018; Gomis and Gawrzak, 2017; Sosa *et al*, 2014). 

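The hallmark sets were not used here; 21 lists of 13 to 54 tested genes were tested in their place, most of them written from general knowledge of each process before the data were examined, along with the cell cycle lists that ship with Seurat. Each list was tested with limma's camera at a preset correlation of 0.01 on 1 probe per gene, and p was adjusted over the lists. The mean of BT474-Var1 and BT474-Var4 cells was lower than Control on the E2F target list (50 genes, median log2 fold change -0.32, adjusted p = 5.3e-12) and on the G2M checkpoint list (51 genes, median -0.36, adjusted p = 1.5e-12). The median of E2F targets was -0.26 in BT474-Var1 (adjusted p = 6.5e-07; 10% of its genes higher) and -0.39 in BT474-Var4 cells (adjusted p = 5.0e-11; 6% higher). The G2M checkpoint list had a median of -0.39 in BT474-Var1 (adjusted p = 9.5e-08) and of -0.36 in BT474-Var4 cells (adjusted p = 7.6e-12). MYC targets were lower over both populations (40 genes, median -0.20, adjusted p = 5.3e-04) and in BT474-Var1 cells (median -0.23, adjusted p = 9.6e-05) but did not pass the threshold in BT474-Var4 cells (median -0.11, adjusted p = 0.102; 0.0452 without BT474-Var4 B and 0.004 to 0.349 over all alternatives). Against a median of -0.06 over all genes, Seurat's S phase list had a median of -0.27 (adjusted p = 2.0e-10) and its G2/M phase list one of -0.40 (adjusted p = 1.6e-13) over both populations. MKI67, the gene of Ki67, changed by -0.58 (adjusted p = 0.00724) in BT474-Var1 and by -0.77 (adjusted p = 0.0063) in BT474-Var4 cells on its brightest probe, was called lower on a second and passed no threshold on the third (adjusted p = 0.203 and 0.06). Of the 11 lists past the threshold in BT474-Var1 and the 16 in BT474-Var4 cells, all 11 and 16 held under fry, and 5 and 11 held when the correlation was estimated from the arrays, which moved the list tests most. Fry called 19 of the 21 lists in each population, so holding under it says little.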

Next, we addressed the differentially represented pathways by GSEA and found that both populations strongly downregulated proliferation‐related pathways such as E2F targets and G2M checkpoints (Fig. 5H), as well as MYC targets and mitotic‐related processes (Fig. S7A). To further investigate the function of NR2F1‐AS1, we knocked down NR2F1‐AS1 by siRNA in MCF7 cell line (Fig. S8A). Although the knockdown of NR2F1‐AS1 was confirmed by qRT‐PCR, there was no significant change observed in the NR2F1‐AS1 knockdown cells. Moreover, GSEA could solely report a slight downregulation of the TGFβ signaling pathway in at *P* < 0.01 (Fig. S8B).

### 3.6 NR2F1‐AS1 may endow metastatic potential to ER‐positive breast cancer cells

We further scrutinized significantly enriched pathways in NR2F1‐AS1T474‐Var1 and BT474‐Var4 cells and found hypoxia and glycolysis, with predominant upregulation of immune‐related pathways based on GSEA (Fig. 6A). These representative pathways have been considered indicators of dormancy in previous studies with dormant hematopoietic stem cells (Cabezas‐Wallscheid *et al*, 2017) and nonproliferative cells from the inner mass of multicellular spheroids of colon carcinoma cells (Zhang *et al*, 2015). 

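The hypoxia list (48 tested genes) was higher over both populations (median log2 fold change 0.49, adjusted p = 6.8e-18), and the 2 populations differed on it. Its median was 1.04 in BT474-Var1 cells (adjusted p = 1.8e-16), with 1.08 and 1.04 on the single arrays. In BT474-Var4 cells it was 0.00 (adjusted p = 0.0419), a call that was lost when BT474-Var4 B or either BT474-Var1 array was left out (adjusted p up to 0.0964). The glycolysis list (41 genes) had a median of 0.19 over both populations (adjusted p = 4.4e-05), of 0.36 in BT474-Var1 (adjusted p = 1.2e-04) and of -0.03 in BT474-Var4 cells (adjusted p = 0.463), where its mean was positive, at 0.08. Of the immune-related lists, interferon alpha response (40 genes) had medians of 0.21 in BT474-Var1 (adjusted p = 2.6e-04) and 0.47 in BT474-Var4 cells (adjusted p = 6.4e-13). Interferon gamma response had a median of 0.19 in BT474-Var4 cells (adjusted p = 4.4e-04). In BT474-Var1 cells its median was -0.01, with a mean of 0.11 and no call (adjusted p = 0.345). The list of IL6, JAK and STAT3 signaling (53 genes) had a median of 0.10 in BT474-Var4 cells (adjusted p = 2.4e-04), and in BT474-Var1 cells a median of -0.03 beside a mean of 0.39 (adjusted p = 0.345). Over both populations these 3 lists had medians of 0.24 (adjusted p = 5.5e-11), 0.11 (adjusted p = 0.00685) and 0.07 (adjusted p = 0.0071). The myogenesis list did not pass the threshold over both populations (median 0.07, adjusted p = 0.0517; 0.0279 without BT474-Var4 B, 0.0427 without Control B and up to 0.318 over all alternatives).

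**Figure D3:**
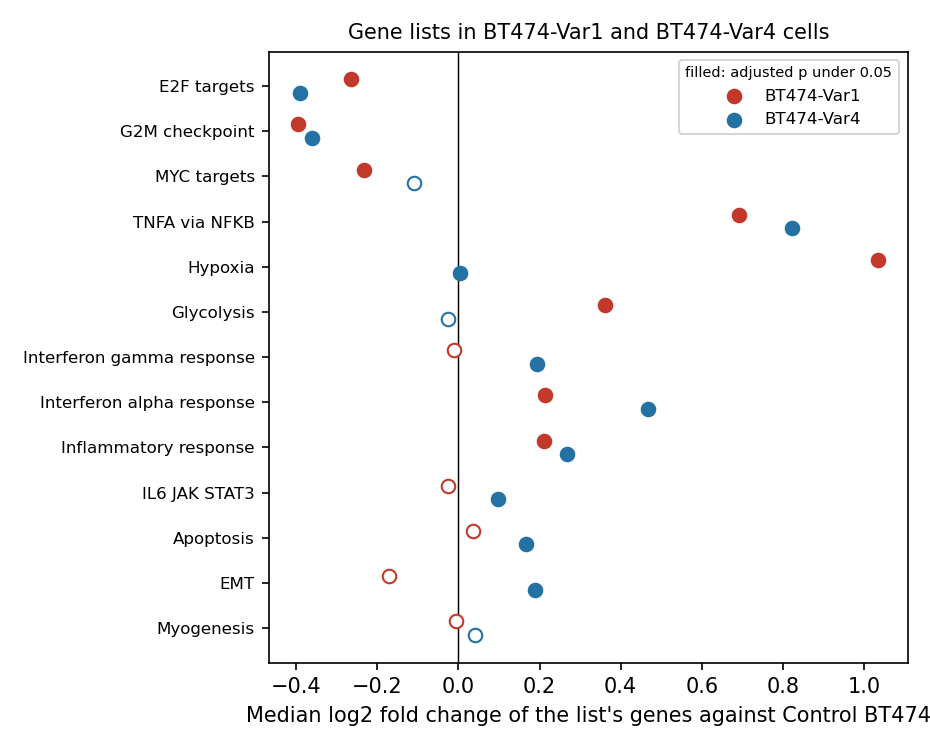
Median log2 fold change against Control BT474 of the genes of 13 lists, a point per list for BT474-Var1 and for BT474-Var4 cells, filled where the adjusted p was under 0.05. The hypoxia list lies at 1.04 in BT474-Var1 and at 0.00 in BT474-Var4 cells; the medians of the E2F target, G2M checkpoint and MYC target lists are negative in both.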

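The populations were also compared directly. The EMT list (53 tested genes) was higher in BT474-Var4 than in BT474-Var1 cells (median difference 0.47, adjusted p = 2.6e-04; 0.44 with dim probes at their bound). Of the 21 lists, 11 differed between the populations at an adjusted p under 0.05. The hypoxia list differed with the smallest p and was lower in BT474-Var4 cells (median difference -1.05, adjusted p = 2.6e-10; -0.99 with dim probes at their bound). When the correlation between genes was estimated from the arrays, camera called 0 of the 21 lists, 4 had an unadjusted p under 0.05, and the adjusted p was 0.0792 for hypoxia and 0.146 for EMT; fry called 20.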

GSEA could only differentiate EMT and KRAS signaling enriched in BT474‐Var4 cells compared to BT474‐Var1 cells (Fig. S7B), suggesting that NR2F1‐AS1 variants mainly elicit the activation of similar pathways. Using ingenuity pathways analysis (IPA), we identified the top biological functions and diseases from the annotated genes that were differentially expressed in BT474‐Var1 and BT474‐Var4 cells (Fig. 6B). Notably, the overexpression of both variants increased biological functions encompassed in the metastatic network. Similar to GSEA results, BT474‐Var4 cells presented a remarkably enriched oncogenic signature compared to BT474‐Var1 cells. Hence, albeit both variants enhance the metastatic potential of BT474 cells, they may trigger a differential transcriptional response.

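Between BT474-Var4 and BT474-Var1 cells, 2187 probes of 2029 gene names differed by 2-fold or more with an adjusted p under 0.05, 723 of them higher in BT474-Var4 and 1464 higher in BT474-Var1 cells; after quantile normalization the share higher in BT474-Var4 cells moved from 33.1% to 50.7%. With normexp background correction the count was 363. Among the probes called against Control, 250 were called in both populations, 128 higher in both, 78 lower in both and 44 in opposite directions, while 1006 were called in BT474-Var1 cells alone and 760 in BT474-Var4 cells alone. A probe called in 1 population alone is not thereby shown to differ between them. From the functions and diseases found by IPA, with more of an oncogenic signature in BT474-Var4 cells, the paper proposes that the variants trigger a differential transcriptional response while both enhance the metastatic potential.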

**Fig. 6:**
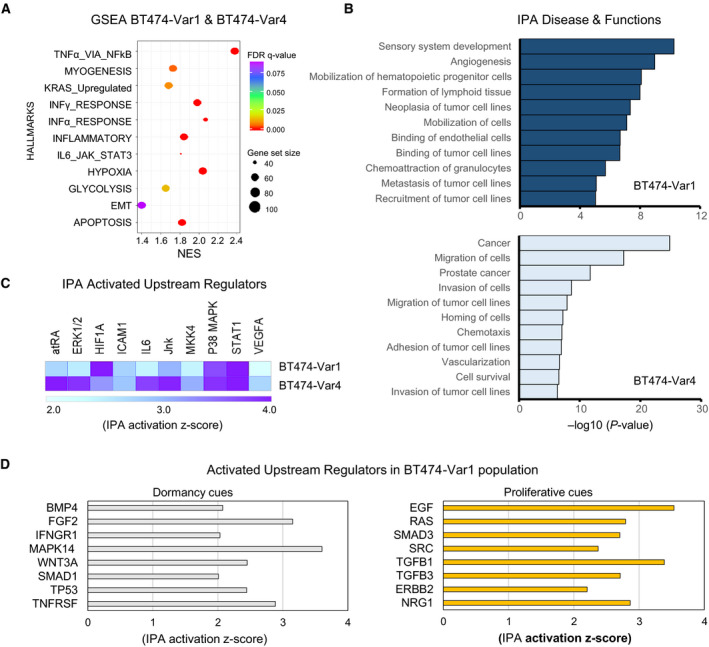
NR2F1‐AS1 promotes events of the metastatic cascade. (A) Functional enriched pathways in BT474‐Var1 and BT474‐Var4 cells by GSEA. Data are presented as FDR value, gene set size (50–100), and NES (normalized enrichment score). (B) Ingenuity pathway analysis (IPA) of biological functions and diseases. Selected biological functions are shown. Top, BT474‐Var1, and bottom, BT474‐Var4. (C) IPA for upstream regulators showing similarly activated regulators in BT474‐Var1 and BT474‐Var4 cells. (D) IPA of the activation of upstream regulators in BT474‐Var1 cells. Representing patterns of dormant (left) and proliferative (right).

Next, we selected the upstream regulators that were commonly activated in BT474‐Var1 and BT474‐Var4 cells and were linked to dormancy programs (Fig. 6C). Among them, we found all‐trans retinoic acid (atRA), p38 MAPK, and STAT1. 

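Ingenuity pathway analysis rests on a knowledge base that was not used here, and its activation scores were not computed, and the arrays give RNA levels of the regulators' own genes. MAPK14, the gene of p38 alpha, changed by -0.14 (SE 0.07, adjusted p = 0.195) in BT474-Var1 and by 0.11 (adjusted p = 0.327) in BT474-Var4 cells. A list of 30 genes induced by retinoic acid, 20 of them tested, was higher in BT474-Var4 cells (median 0.29, adjusted p = 7.1e-04). In BT474-Var1 cells its median was -0.09 and its mean 0.06 (adjusted p = 0.897), and fry called it lower there (adjusted p = 0.0048; up to 0.99 over all alternatives). Over both populations its median was 0.17 (adjusted p = 0.0428), a call lost without either BT474-Var4 array (adjusted p up to 0.058). IL6 had a fitted change of 2.85 in BT474-Var4 cells against Control cells, in which it was not well above background (adjusted p = 0.013), with an adjusted p of 0.0604 to 0.0742 when 1 of these 4 arrays was left out, and was above background on 1 of the BT474-Var1 arrays. The other IL6 probe was not above background on any array. MAP2K4, the gene of MKK4, passed no threshold on its 2 probes, and of the 3 probes of MAPK8, the gene of JNK1, 1 rose in BT474-Var1 cells (0.42, adjusted p = 0.0352).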

Importantly, atRA has been ascribed to sustain dormancy (Cabezas‐Wallscheid *et al*, 2017; Müller‐Hermelink *et al*, 2008). Similarly, proliferating squamous cell carcinoma cells entered dormancy and induced TGFβ2 in a p38‐dependent manner upon treatment with atRA (Sosa *et al*, 2015). Furthermore, high p38 MAPK and low ERK1/2 levels are required for tumor cell quiescence because the activation of p38 may induce growth arrest (Bragado *et al*, 2013; Sosa *et al*, 2014; Zhang *et al*, 2013). Another upstream regulator is STAT1, which has been implicated in the arrest of cell proliferation by means of JAK2/STAT1 (Vander Griend *et al*, 2005). The phosphorylation of STAT1 and p38 MAPK was examined (Fig. S9), and the result showed increased phosphorylation of STAT1 in both BT474‐Var1 and BT474‐Var4, although phosphorylation of p38 MAPK was observed only in BT474‐Var4.

Because the BT474‐Var1 population exhibited a higher degree of complexity, we unilaterally dissected its molecular signature. 

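In BT474-Var1 cells the RNA of several of the regulators in Fig. 6D was measured, while their predicted activation was not computed. TGFB1 was higher than in Control cells (log2 fold change 1.50, SE 0.39, adjusted p = 0.044), a call that was lost without any 1 of the Control or BT474-Var1 arrays (adjusted p 0.11 to 0.155) and after quantile normalization (adjusted p = 0.0609), while normexp gave 3.98e-04, the lowest over all alternatives. TGFB3 fell by 1.23 (SE 0.07, adjusted p = 0.00294), from 2.87 ± 0.03 (SD, n = 2) to 1.64 ± 0.09 (SD, n = 2). EGF changed by -0.26 (adjusted p = 0.35). NRG1 was not tested, since neither of its probes was well above background on both arrays of any group.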

Among the activated upstream regulators, we could recognize patterns of dormancy and proliferative DTCs (Fig. 6D). Since late metastasis has been confined to the reactivation of dormant DTCs, these results highlighted the coexistence of cell subpopulations at different points of the dormant‐to‐awaken state. To resume proliferation, quiescent cells activate EGF, RAS, TGFβ1, and TGFβ3, which upregulation have been attributed to cause higher malignancy in breast tumors (Chen *et al*, 2015; Lo *et al*, 2006). To investigate the metastatic potential of NR2F1‐AS1, we firstly tested whether NR2F1‐AS1 influences anoikis resistance in BT474 cells. As shown in Fig. S10, both variants tended to increase anoikis resistance based on the cell viability and cell death in an anchorage‐independent condition. Next, we transplanted BT474‐Var1 cells intravenously into immunodeficient mice and examined the metastatic potential of NR2F1‐AS1 in the mouse lung, by detecting transplanted BT474 cells with qPCR of human specific gDNA primer. Although it was not statistically significant, BT474‐Var1 cells were more frequently detected than the control cells in the mouse lungs (Fig. S11). Collectively, our results suggest that NR2F1‐AS1 supports tumor cell survival by the activation of metastatic‐entailed events and dormancy programs, but it is not sufficient to sustain prolonged quiescence without the support of microenvironmental extrinsic factors.

## 4 Discussion

The metastatic cascade encompasses the events of invasion, neoangiogenesis, intravasation, dissemination, extravasation, dormancy, and colonization (Dasgupta *et al*, 2017; Giancotti, 2013). After tumor cells have extravasated in secondary organs, they may enter dormancy and remain dormant for long asymptomatic periods. Thus, late recurrences are thought to reoccur from awakened DTCs that establish premetastatic niches and colonize in the new tissue. We found that the expression of NR2F1‐AS1 variants activate biological processes relating to the metastatic cascade (Fig. 6B). 

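The EMT list had a median log2 fold change of 0.07 over both populations (adjusted p = 0.0366), a call that was lost without Control A (adjusted p = 0.0653), BT474-Var4 B (0.052) or BT474-Var1 B (0.0593). Its median was 0.19 in BT474-Var4 cells (adjusted p = 3.0e-05) and -0.17 in BT474-Var1 cells, without a call (adjusted p = 0.504; median -0.10 with dim probes at their bound). The inflammatory response list (42 tested genes) had a median of 0.34 over both populations (adjusted p = 5.2e-06), 0.21 in BT474-Var1 (adjusted p = 0.00537; 0.14 with dim probes at their bound) and 0.27 in BT474-Var4 cells (adjusted p = 5.4e-07; 0.23 with dim probes at their bound). HIF1A changed by 0.13 (adjusted p = 0.113) in BT474-Var1 and by -0.03 (adjusted p = 0.686) in BT474-Var4 cells on its brighter probe, and after quantile normalization the former was 0.25 (adjusted p = 0.0262; up to 0.802 over all alternatives). VEGFA rose by 1.91 (SE 0.06, adjusted p = 0.00209) in BT474-Var1 cells on its brighter probe and changed by 0.01 (adjusted p = 0.933) in BT474-Var4 cells, a difference of -1.90 between BT474-Var4 and BT474-Var1 cells (adjusted p = 0.00118). ICAM1, which was not above background on the Control arrays, was at least 2.63-fold higher in BT474-Var1 (adjusted p = 0.00477) and at least 2.95-fold higher in BT474-Var4 cells (adjusted p = 0.00548).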

Further enrichment of EMT, hypoxia, and inflammatory response pathways, along with activated upstream regulators such as HIF1α, VEGFA, and ICAM‐1, was also found in both populations (Fig. 6A,C). It is broadly accepted that circulating tumor cells must display an EMT signature to overcome hostile environments throughout the multistep metastatic cascade (Dasgupta *et al*, 2017). Chemokines that participate in the inflammatory response can regulate biological processes of cell differentiation and survival, and processes of neovascularization and extravasation require of the activation of VEGFA, hypoxia, and ICAM‐1 (Fig enschau *et al*, 2018; Nobre *et al*, 2018; Schröder *et al*, 2011). Recently, a report has shown the co‐regulation of hypoxia and dormancy programs in posthypoxic ER‐positive DTCs from patient‐derived xenografts (PDX) and a transgenic mouse model (Fluegen *et al*, 2017). Thus, it is likely that NR2F1‐AS1‐expressing tumor cells activate events of the metastatic cascade, including cell survival and dormancy.

The viability of NR2F1‐AS1‐transfected BT474 cells was seriously influenced (Fig. 5B). 

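The list of genes of TNF signaling through NFKB (50 tested genes) had a median log2 fold change of 0.83 over both populations (adjusted p = 2.8e-16). It was 0.69 in BT474-Var1 (adjusted p = 2.0e-10; 0.61 with dim probes at their bound) and 0.82 in BT474-Var4 cells (adjusted p = 6.2e-14; 0.80 with dim probes at their bound), with 84% of its genes higher in each. The apoptosis list (53 genes) was higher over both populations (median 0.11, adjusted p = 5.3e-04) and in BT474-Var4 cells (median 0.17, adjusted p = 6.5e-06). In BT474-Var1 cells its median was 0.04 (adjusted p = 0.207), which passed the threshold after quantile normalization (adjusted p = 0.0183; 0.00343 to 0.609 over all alternatives). The difference between the populations on the apoptosis list had an adjusted p of 0.0563, and of 0.036 or 0.0358 without Control A or Control B (1.1e-04 to 0.29 over all alternatives).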

The activation of apoptotic signaling was confirmed by GSEA, alongside with prosurvival TNFα/NFκB signaling pathway that was strongly enriched (Fig. 6A). Interestingly, the dormancy inducer DEC2, which was found equally upregulated in BT474‐Var1 and BT474‐Var4, activates antiapoptotic signaling in breast cancer cells, and its expression appears to be regulated by TNFα/NFκB (Li *et al*, 2003; Olkkonen *et al*, 2015). Comparative analyses for the genomic occupancy sites, by chromatin isolation by RNA purification sequencing (ChIRP‐seq), suggested that NR2F1‐AS1 variants can bind to distinct genomic loci acting in trans, eliciting different transcriptional responses (Ang *et al*., 2019). The same study revealed that NR2F1‐AS1 has preference for binding DNA regions rich in basic helix loop helix (bHLH) motifs; bHLH proteins constitute a family of transcription factors implicated in circadian rhythm, cell differentiation, and hypoxia. Another bHLH family member DEC1 has been attributed to induce proapoptotic cues and mediate the repression of DEC2 (Li *et al*, 2003; Liu *et al*, 2010). Hence, the divergence in cell survival fate, dictated by the overexpression of NR2F1‐AS1, could hinge on the affinity of NR2F1‐AS1 variants for genomic regions enriched with bHLH motifs‐containing factors. This would impose a clonal selection on the cell population, whence residual cells expressing NR2F1‐AS1 would have activate the transcription of DEC2, steering tumor cells into quiescence.

In addition to slower cell cycle, the overactivation of NR2F1‐AS1 induced phenotypical changes in tumor cells that were apparent at transcriptomic level. 

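At 2-fold and an unadjusted p under 0.05 from limma, the threshold of Fig. 5C, 1466 probes of 1379 gene names differed between BT474-Var1 and Control cells and 1249 probes of 1172 gene names between BT474-Var4 and Control cells. With the contrast p of the methods' one-way analysis of variance there were 1218 and 1033. Without any filter on dim probes the limma counts were 2912 and 2270. Genes were chosen by the fitted fold change, which for a group below background rests on dim values, so their order is not given. Among the 5 with the largest fitted rise in BT474-Var1 cells, beside NR2F1-AS1, JAKMIP3 was at least 46.6-fold higher, while its other probe was not above background on any array, and ANGPTL4 was at least 17.1-fold higher. LMO7DN was at least 60.2-fold higher on a probe that holds an 8-base word frequent among the probes called higher in BT474-Var1 cells, while its other probe changed by -0.59 (adjusted p = 0.406). STARD4-AS1, not well above background on the Control arrays, had a fitted change of 5.21 on a probe with a related word, while its other probe was not above background on any array. The JAKMIP3 probe holds neither word but came within 1 mismatch of such a word. The 5 genes with the largest fitted falls in BT474-Var1 cells were ZNF252P-AS1 (at least 5.76-fold lower), DNER (at least 1.67-fold lower), COLCA1 (-2.88, SE 0.15, adjusted p = 0.00294), NR0B2 (at least 2.07-fold lower) and NR2F1. In BT474-Var4 cells, beside NR2F1-AS1, the largest fitted rises were of CCL2 (5.32, SE 0.05, adjusted p = 2.3e-04), RFPL2 (at least 30.1-fold), CXCL1 (4.73, adjusted p = 0.00203) and NEURL3 (at least 14.3-fold). Of these, CCL2 (4.48, adjusted p = 4.99e-04), CXCL1 (3.99, adjusted p = 0.00233) and NEURL3 (at least 15.3-fold, adjusted p = 0.0018) were higher in BT474-Var1 cells as well. Among the largest fitted falls in BT474-Var4 cells, SPINK4 was at least 15.5-fold lower, ZNF252P-AS1 at least 5.29-fold lower, KCNAB3 at least 5.73-fold lower (fitted change -2.45 in BT474-Var1 cells, where 1 array was above background), and GLYATL3 and PLEKHS1 at least 2.73-fold and 2.30-fold lower. GLYATL3 and PLEKHS1 each had another probe without a call (-0.23 and -0.17), and PLEKHS1 was at least 2.46-fold lower on A_24_P286951 (adjusted p = 0.0124). The calls of ZNF252P-AS1 were lost in both populations whenever an array of the compared groups was left out (adjusted p 0.0525 to 0.119).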

Hierarchical clustering heatmap indicated 1893 DEG between BT474‐Var1 and control BT474, and 1544 DEG for BT474‐Var4 (Fig. 5C). Among these, PR and ER were found downregulated (Fig. 5D). These observations, together with the upregulation of NR2F1‐AS1 upon low doses of tamoxifen (Fig. 4H), prompted us to question whether NR2F1‐AS1 could serve as backup plan for the downregulation of ER and PR. This supposition became more consistent with preliminary drug screening on MCF7, in which residual cells displayed gradually enhanced NR2F1‐AS1 expression after the administration of combined treatment with TAM and the CDK4/6 inhibitor palbociclib (in a mol:mol ratio) for 5 days (Fig. S12). Therefore, ER‐positive breast cancer patients presenting high levels of NR2F1‐AS1 would be at an increased risk of recurrence when receiving endocrine therapies.

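PGR, the gene of PR, changed by -0.29 (SE 0.05, adjusted p = 0.0187) in BT474-Var1 and by -1.22 (SE 0.05, adjusted p = 0.00262) in BT474-Var4 cells on the probe A_32_P49199 (chromosome 11, 100900858 to 100900917). On A_23_P138938 it changed by -0.48 (adjusted p = 0.0087) and by -1.32 (adjusted p = 0.00293). The difference between BT474-Var4 and BT474-Var1 cells was -0.93 and -0.83 on these probes (adjusted p = 0.00148 and 0.00231). In BT474-Var1 cells the call of A_32_P49199 was lost after quantile normalization (-0.16, adjusted p = 0.0805; 1.03e-04 to 0.124 over all alternatives) and without any 1 of the Control or BT474-Var1 arrays (adjusted p 0.0562 to 0.0889). ESR1, the gene of ER, had 3 probes. The brightest, A_23_P309739 (chromosome 6, 152423908 to 152423967), changed by -0.13 (SE 0.07, adjusted p = 0.238) in BT474-Var1 and by -0.47 (adjusted p = 0.0176) in BT474-Var4 cells, and the latter call was lost without any 1 of the Control or BT474-Var4 arrays (adjusted p 0.0646 to 0.0922). A_33_P3379356 changed by 0.40 (adjusted p = 0.104) and -0.85 (adjusted p = 0.0232), and A_24_P383478 by 0.08 (adjusted p = 0.454) and -0.06 (adjusted p = 0.618). None of these ESR1 probes changed by 2-fold against Control. BT474-Var4 minus BT474-Var1 was -0.34 (adjusted p = 0.0228) on the brightest, -1.25 (adjusted p = 0.00563) on A_33_P3379356 and -0.14 (adjusted p = 0.208) on A_24_P383478. A list of 34 estrogen-responsive genes had medians of -0.31 in BT474-Var1 (adjusted p = 1.2e-04) and -0.35 in BT474-Var4 cells (adjusted p = 4.4e-04), and of -0.35 over both (adjusted p = 2.3e-06).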

When IPA for the activated upstream regulators was restricted to BT474‐Var1, we observed 2 trends of molecular patterns corresponding to dormancy cues and proliferative cues (Fig. 6D; Sosa *et al*, 2014), indicating the existence of tumor cells at different points of the dormant‐to‐awaken state. The molecular intricacy of BT474‐Var1 should be given by the simultaneous expression of the two variants. Seemingly, the Var1 acts as main trigger of dormancy cues, with the activation of quiescence inducers and pluripotency markers, whereas, as indicated in the GSEA results (Fig. S2A, Fig. 6A), the activation of the Var4 would foster EMT and the upregulation of KRAS signaling, most likely supporting the resumption of proliferative cues. 

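Of the genes that the paper followed by qPCR as dormancy inducers and pluripotency markers, the arrays of the same cell populations gave the following values. NR2F1 was at least 4.83-fold lower in BT474-Var1 cells, where it was not above background (adjusted p = 0.00327), and fell by 0.87 (SE 0.16, adjusted p = 0.0271) in BT474-Var4 cells, a call lost when any 1 of the Control or BT474-Var4 arrays was left out (adjusted p 0.0859 to 0.117). TGFB2 was not tested, since its probe was well above background on 1 Control array and on 0 of the BT474-Var1 and BT474-Var4 arrays. NANOG was at least 2.69-fold higher in BT474-Var1 than in Control cells (adjusted p = 0.0237) and not above background in BT474-Var4 cells; without Control A or either BT474-Var1 array its adjusted p was 0.0598 to 0.095. POU5F1, the gene of OCT4, rose by 0.68 (SE 0.13, adjusted p = 0.0197) in BT474-Var1 cells and changed by -0.07 (adjusted p = 0.727) in BT474-Var4 cells, a difference of -0.75 (adjusted p = 0.0132), and its call was lost without either BT474-Var1 array (adjusted p 0.0757 and 0.0818). The other POU5F1 probe was well above background on 1 Control and 1 BT474-Var1 array alone and was not tested. Over all 32 genes that the paper names for these cells, 30 of them tested, 17 passed an adjusted p of 0.05 in BT474-Var1 and 12 in BT474-Var4 cells; adjusted over the list alone, 17 and 13 did.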

The activation of HER2/Neu signaling appears to be consequence of the overactivation of NR2F1‐AS1. 

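ERBB2, the gene of HER2, changed by 0.22 (SE 0.05, adjusted p = 0.0295) in BT474-Var1 and by -0.02 (adjusted p = 0.843) in BT474-Var4 cells on its brighter probe. The call in BT474-Var1 cells was lost when any 1 of the 6 arrays was left out (adjusted p 0.0558 to 0.131). On the other probe the changes were 0.50 (adjusted p = 0.0714) and -0.03 (adjusted p = 0.911). A list of 14 genes around ERBB2, 13 of them tested, had medians of 0.08 in BT474-Var1 (adjusted p = 0.217; 1.6e-04 to 0.461 over all alternatives) and -0.03 in BT474-Var4 cells (adjusted p = 0.991; 0.00884 to 0.997). It was called higher in BT474-Var1 cells after quantile normalization, with a trend in eBayes and by fry, and fry called it lower in BT474-Var4 cells. These are RNA levels, and the activity of HER2 signaling was not measured on the arrays.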

Interestingly, DTCs are currently characterized by the expression of multi‐markers, and the positive expression of HER2 is commonly observed among DTCs of different cancer types (Harper *et al*, 2016; Hosseini *et al*, 2016).

Although the data presented here demonstrated that NR2F1‐AS1 expression is positively related to dormancy in luminal type breast cancer, one limitation of this study is that we could not identify the key molecules or signals of how the dormant cells wake and expand in the secondary tumors at distal organs. As shown in Fig. 6D, we found that BT474‐Var1 possessed both dormancy and proliferation cues, but the cell growth of BT474‐Var1 nearly stopped for the long term *in vitro*. One possible answer of how the cells wake up might be simply the silencing of NR2F1‐AS1 expression in breast cancer cells. To further investigate the dormant‐to‐awaken state in breast cancer, novel model *in vitro* and *in vivo* would be necessary to screen the key factors for waking up the cells from dormancy.

## 5 Conclusions

Collectively, we identified the biological relevance of NR2F1‐AS1 in the kinetics of tumor recurrence in ER‐positive breast cancers and elucidated the regulation of its expression mediated by the PR/ER transcriptional complex. Also, we showed that NR2F1‐AS1 overactivation induced the quiescence‐like state in ER‐positive breast cancer cells. These findings bring favorable prospects for developing new predictive approaches and new therapeutic strategies.

## Conflict of interest

The authors declare no conflict of interest.

## **Author** **contributions**

ASC performed the experimental design and wrote the manuscript. ASC, TY, YK, and AM performed the methodology. ASC and YK involved in the investigation. ASC and YY analyzed the data. MO, HT, AS, KT, and FT involved in the clinical sample collection. FT, TO, and YY provided the funding acquisition. YY involved in the supervision.

## Supporting information

**Fig S1.** qPCR validation of other candidates of lncRNAs associated with recurrence.
**Fig S2.** A–C. Sequencing reads of TCGA_BRCA data for NR2F1‐AS1 in Luminal, HER2‐positive and TNBC subtypes accounting for recurrence cases (A), subtracted clinical cases with incidence of positive lymph nodes (B), age at initial diagnosis with 50 years as the delineation point (C).
**Fig S3.** Pearson correlation of ER, PR and ERBB2 versus NR2F1‐AS1 restricted to no recurrence samples.
**Fig S4.** Pearson correlation of ERα, ERβ, PR and ERBB2 versus NR2F1‐AS1 in 9 breast cancer cell lines.
**Fig S5.** Ki67 staining in NR2F1‐AS1‐transfected BT474 cells.
**Fig S6.** p21 and p27 levels in NR2F1‐AS1‐transfected BT474 cells.
**Fig S7.** GSEA analysis for BT474‐NR2F1‐AS1.
**Fig S8.** Analysis of NR2F1‐AS1 knockdown in MCF7 cells.
**Fig S9.** Phosphorylation levels of STAT1 and p38 MAPK in NR2F1‐AS1‐transfected BT474 cells.
**Fig S10.** Anoikis resistance of NR2F1‐AS1‐transfected BT474 cells.
**Fig S11.** Metastatic potential of NR2F1‐AS1.
**Fig S12.** Expression of NR2F1‐AS1 in a drug treatment with MCF7 cells after 5 days of combined administration of TAM and palbociclib (in a mol:mol ratio). Click here for additional data file.

**Table S1.** Treatment information of 24 patients.
**Table S2.** List of primers and siRNAs. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

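RNA of Control BT474, BT474-Var1 and BT474-Var4 cells, 2 arrays per group, was labeled with Cy3 and hybridized to one-color Agilent arrays. The authors quantified the spots with Feature Extraction 11.5.1.1, which subtracts background, detrends each array and marks outlier, saturated and dim spots, and they normalized the values in GeneSpring by a shift to the 75th percentile per array. The deposited files hold the spot intensities of each array, on a linear scale and not normalized between arrays, and a table of log2 values after the shift, in which 0 is the array's 75th percentile. The table was compared with the log2 intensities of each array, and every column matched its own array. Which of the 2 empty plasmids the Control cells of these arrays carried, and how long the cells had been cultured, is not stated for the arrays in the text of the paper. The letters A and B of the replicates do not pair samples of different groups.

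The log2 of the processed intensity was used, less the 75th percentile of the array's non-control probes. Spots marked as outliers were left out and the spots of a probe were averaged. Probes marked well above background on both arrays of at least 1 of the 3 groups were tested, 31858 probes of 24585 gene names. limma 3.58.1 in R 4.3.3 fitted a mean per group to all 6 arrays, and moderated p-values were adjusted by the Benjamini-Hochberg method over the tested probes. A probe was called at a change of 2-fold or more and an adjusted p under 0.05, and the count at an unadjusted p under 0.05 was made for Fig. 5C. Where a group was not well above background on an array, that array's value was raised to the dimmest well-above-background spot of the same array if it lay lower, and the fold change was written as a bound; where no value had to be raised, the fitted change is given. The shares of well-above-background probes, 47.6% to 57.5% per array, limit what can be measured, and the number of arrays limits the precision.

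Principal components were computed from all non-control probes with a value on every array, centered and not scaled. For 21 gene lists, 1 probe per gene was taken, the tested probe with the highest mean over the 6 arrays, and limma's camera was run with a correlation of 0.01, beside fry, camera with an estimated correlation, and preranked enrichment with fgsea 1.28.0 and 10000 permutations. The mean of BT474-Var1 and BT474-Var4 cells against Control was tested for the paper's combined enrichment, and each population against Control and BT474-Var4 against BT474-Var1 cells were tested as well. The lists were E2F targets, G2M checkpoint, MYC targets, TNF signaling through NFKB, hypoxia, glycolysis, interferon gamma and alpha response, inflammatory response, IL6, JAK and STAT3 signaling, apoptosis, EMT, myogenesis, retinoic acid induced genes, estrogen-responsive genes, the ERBB2 amplicon, luminal epithelial genes, ribosomal proteins, Seurat's S and G2/M phase genes, and 1 list that is counted in the totals but, like 1 of the genes named by the paper, is not reported here. They stand in for the hallmark sets, which were not used here, and their membership was not taken from the paper or the arrays. Genes were named by a rule: the 32 genes that the paper names for these cells, and for each variant the 5 largest rises and the 5 largest falls among called probes with a gene symbol that were well above background on both arrays of the brighter group and whose variant arrays both lay beyond both Control arrays.

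The tests, lists, rule for named genes and alternatives were set before the data were examined, apart from the alternatives and tests that the closing section names as chosen later. The alternatives were normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, a filter on all 6 arrays, the deposited table, the replicate letter as a block, eBayes with a trend and robust estimation, each array left out in turn, only the groups compared, the methods' one-way analysis of variance, distinct gene names, the other list tests, the mean over a gene's probes, each other probe of a gene, and unit-variance scaling or the tested probes alone for the principal components. The pipeline was tested on simulated data with the same design: with 200 probes shifted, at least 90% were recovered, and with no shift 0 probes were called. The network analysis of IPA was not repeated, and the qPCR, protein and animal experiments and the arrays of other cells have no part in it.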

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

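The weighing of the array columns and of the scaling between arrays for the hypoxia list, and of the scaling for MUC19, was set before the values were seen; the other tests here, the search over 8-base words, and the choice of MUC19 and of the word were made after the results had been seen. BT474-Var1 and BT474-Var4 cells each had 2 arrays.

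The hypoxia list was picked out because the populations differed on it. The median difference between BT474-Var4 and BT474-Var1 cells over its 48 tested genes was -1.05 (adjusted p = 2.6e-10; -0.99 with dim probes at their bound). Of these genes, 38 were higher and 2 lower in BT474-Var1 than in Control cells at an adjusted p under 0.05, and 12 were higher and 3 lower in BT474-Var4 cells. Directly compared, 37 were higher in BT474-Var1 and 4 in BT474-Var4 cells, and 24 changed by 2-fold in BT474-Var1 against 2 in BT474-Var4 cells. Quantile normalization gave a median difference of -1.07, which argues against the scaling between arrays as the cause. The BT474-Var1 arrays lay in another column of the slide than the other 4. The 7 spike-in control probes that were well above background differed by -0.36 between BT474-Var4 and BT474-Var1 arrays (-0.39 to -0.26), much less than the list, which argues against the array column as the whole cause if the spike-ins were added equally, a point the text of the paper does not state. Culture conditions cannot be told apart from the variant: the list medians of the BT474-Var1 arrays differed by 0.0441, as they would in either case, and no samples part such conditions from the variant. The methods name different plasmids for the variants, one with eGFP for Var4 and one with hygromycin resistance for Var1, so the plasmid goes with the variant in every difference between these populations and was not tested. An effect of Var1 on hypoxia-related genes stays open as a hypothesis beside the plasmid and conditions such as density or oxygen supply.

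Probes with the 8-base word TCCATTCC were picked out as a signal among probes the paper does not discuss. Of the 65 tested probes with the word, 16 (24.6%) were called higher in BT474-Var1 cells, against 2.78% of all tested probes, and 5 (7.69%) were called lower in BT474-Var4 cells. The adjusted p over 65011 words was 1.3e-06, which argues against chance among the words. In all, 5 words passed the threshold for probes higher in BT474-Var1 cells, and 4 of them were words of a repeat with the unit ATTCC. Of the 209 tested probes with any word of this repeat, 26 (12.4%) were called higher; the repeat was read from the words that passed, so this share carries no test. The count for TCCATTCC was 9 of 65 with normexp, 14 with normexp at an offset of 0, 15 with quantile normalization and 15 with the deposited values. RNA that carries such a repeat and binds these probes is a candidate explanation, but the data do not decide it. Of the 6 other tested probes of the same genes that lack the word, 1 (16.7%) was called higher, and their median change in BT474-Var1 cells was 0.03. The share called was 17.5% of 315 for other called genes, so the other probes are too few to part the alternatives. The word began at a median base of 9 in the called probes and of 32 in those not called, a difference that was not tested. DNA in the labeled material would raise probes of both strands. Of the 50 probes with the reverse complement GGAATGGA, 4 (8%) were called higher (one-sided Fisher's exact test, p = 0.05), as were 12 of the 190 probes with any reverse complement of the repeat (6.32%; one-sided Fisher's exact test, p = 0.00716). The word was chosen for its share, so a comparison of the strands decides nothing, and DNA in the labeled material cannot be told apart from RNA. These probes overlap in sequence and are not independent of each other.

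MUC19 was picked out because the populations moved in opposite directions. Of its 6 probes on chromosome 12 (40917398 to 40964483), 2 were well above background on all 6 arrays, and on these the difference between BT474-Var4 and BT474-Var1 cells was -5.36 and -5.09. Over all 6 probes the median fitted difference was -5.10 (highest adjusted p = 0.0107), or -4.00 with dim probes at their bound (-5.36 to -1.38). Against Control, with dim probes at their bound, the change was a median of 2.82 (1.60 to 3.09) in BT474-Var1 and of -1.05 (-2.53 to 0) in BT474-Var4 cells. With quantile normalization the median fitted difference was -4.99, which argues against the scaling. None of the probes holds any of the 5 words of the ATTCC repeat (0 of 6), and the fewest mismatches to a word were 2 to 3, with a median of 3 as for 2000 tested probes drawn at random, which argues against the repeat. The median over 5 tested probes of the genes SLC2A13, LRRK2 and CNTN1 within 1 Mb was -0.46 (-1.10 to -0.19; -1.10 to -0.27 on the 3 that were above background on all arrays). LRRK2, whose probe lay nearest, was itself called lower in BT474-Var4 than in BT474-Var1 cells (-1.10, limma, adjusted p = 0.00485). These differences are much smaller than those of MUC19, which argues against a copy number change of that size reaching these genes. A smaller one that reaches LRRK2 is not excluded. The 2 other tested probes of the region, of lnc-CNTN1-1 among the MUC19 probes and of XLOC_l2_002952 beside the last of them, moved with MUC19 (fitted differences -4.44 and -5.60, median -5.02), so a copy number change limited to this stretch cannot be told apart from a change of its transcription. A switch of transcription of this locus in the cells that survived selection, or an effect of the variants on it, may explain the pattern; selection of a few clones and an effect of the variant cannot be told apart with these samples and were not tested.

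The NR2F1-AS1 probe A_24_P51080 was picked out because the populations differed on it: it was at least 48.8-fold higher in BT474-Var4 than in BT474-Var1 cells (adjusted p = 0.00337) and not above background on the BT474-Var1 arrays. The rise of at least 57.2-fold in BT474-Var4 over Control cells argues against a probe that does not respond to its transcript. The probe A_19_P00320140, toward the 3' end of the gene, was at least 15.1-fold higher in BT474-Var1 than in Control cells. Without knowing which variant it matches, this probe cannot tell exchanged arrays from the labeled order. By the paper's qPCR (log2, read by eye), PR changed by about -2.6 with Var4 and -1.3 with Var1, and OCT4 by 0.5 and 3. On the labeled arrays PGR (-1.22 and -0.29) and POU5F1 (-0.07 and 0.68) kept these orders, which argues against an exchange for these genes. ER goes the other way on the bars as read by eye (qPCR about -0.1 and -0.4, ESR1 -0.47 and -0.13). The paper's text, however, singles out Var4 for a major effect on ER and PR, which is the order on the labeled arrays. The reading of the ER bars is thus in doubt and ER decides nothing, so an exchange is not excluded. What also stays open is where the variants end relative to the probes, since the files do not say which variant a probe matches, and whether the cells on the arrays were at the same time after transfection as those used for qPCR.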

How the results depend on the processing

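Normexp with an offset of 0 and the comparison with a different Control array for each variant were chosen after seeing the data; the other alternatives were set before. The array has 1 slide, so the slide as a block was not run.

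Over 98 changes of named genes there were 1551 values under alternatives. Of these, 1353 kept the direction and the side of the threshold, 131 lost the call, 22 gained one, 2 reversed, and 43 changed sign without ever passing the threshold. Over 84 list tests there were 1596 values, of which 1441 kept both, 74 lost the call, 54 gained one, 1 reversed and 26 changed sign without a call. The deposited values left 98 of 98 gene calls as they were. The filter on all 6 arrays gave values for 50 of the 98 gene results, because the others are dim in some group. On these 6 arrays the depth limits what is measured through the dim probes: fold changes against a group below background are bounds.

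With normexp at an offset of 50, the count of called probes was 170 in BT474-Var1 and 152 in BT474-Var4 cells and 363 between them, the counts at an unadjusted p were 179 and 152, the correlation between the variants' changes was 0.195, and PC1 and PC2 held 59.1% and 24.4%. The offset draws dim values together, and at an offset of 0 the counts were 733, 590 and 1244, and 778 and 624 at an unadjusted p. With quantile normalization, MYC targets (adjusted p = 0.0554) and EMT (0.0835) over both populations lost their calls, the correlation was 0.286, and the components held 33.7% and 22.1%. Without a filter on dim probes, the counts at an unadjusted p were 2912 and 2270 because more probes were counted, and 494 were called in BT474-Var4 cells. Over both populations, interferon gamma response (0.232), IL6, JAK and STAT3 (0.104) and EMT (0.173) lost their calls, and the correlation was 0.425. With the filter on all 6 arrays fewer probes were tested: 672 were called in BT474-Var1, 570 in BT474-Var4 and 1212 between them, 679 and 581 at an unadjusted p, and 7 lists differed between the populations. Over both populations, IL6, JAK and STAT3 (0.18) and EMT (0.153) lost their calls there and myogenesis passed (0.0374). Myogenesis also passed with the deposited values (0.0495), with the replicate letter as a block (0.0489) and with the mean over a gene's probes (0.0382), in a range of 0.0279 to 0.318 over its alternatives. The letters A and B do not pair the samples: the differences between A and B correlated across probes at -0.0123, 0.0451 and -0.0153 between the groups. The deposited values gave 32.9% and 23.8% for the components, unit-variance scaling 33.8% and 31.5%, and the tested probes alone 51.6% and 27.8%. Apart from the numbers of probes tested and the offset, the cause was not tested.

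The methods' one-way analysis of variance called 632 probes in BT474-Var4 cells, without moderated variances. Fry, which tests each list by itself, called 19 lists in BT474-Var1 cells and 20 between the populations, and camera with an estimated correlation called 5 in BT474-Var1 cells, 0 between the populations (4 at an unadjusted p) and 11 over both. With the estimated correlation, the adjusted p between the populations was 0.0792 for hypoxia and 0.146 for EMT, and over both populations 0.101 for MYC targets, for IL6, JAK and STAT3 and for EMT, and 0.199 for interferon gamma response. Over all alternatives the adjusted p for hypoxia between the populations ran from 3.2e-42 to 0.0792, and for EMT over both populations from 0.00134 to 0.173. Fry reversed the retinoic acid list in BT474-Var1 cells (adjusted p = 0.0048, lower). Among genes, the reversals were on other probes: -0.59 for LMO7DN in BT474-Var1 and 0.0285 for RARA in BT474-Var4 cells. The cause was not tested.

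With each array left out in turn, where the lone sample is assumed to vary like the other groups, 1004 to 1229 probes were called in BT474-Var1, 652 to 954 in BT474-Var4 and 1920 to 2192 between them, and 1449 to 1662 and 1231 to 1555 at an unadjusted p. The count for BT474-Var4 was 652 without Control B and 665 without Control A. EMT over both populations had an adjusted p of 0.0273 to 0.0653, myogenesis of 0.0279 to 0.0892, and the correlation between the variants' changes was 0.248 to 0.33. With a different Control array for each variant the correlation was 0.174.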

Differences from the paper's values

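The paper's qPCR values are log2 fold changes read by eye from its bar charts and are set against log2 fold changes on the arrays; the alternatives counted here were set before the data were examined. An alternative was counted as closing a gap if its value had the sign of the paper's and differed from it by no more than the larger SD between replicate arrays of the groups compared, 0.03 to 0.25 log2 units on the brightest probe of each gene. Alternatives that change only the variance, the probes tested or arrays outside the comparison cannot move a fold change, so only those that moved it are counted. The tolerance leaves out the error of the qPCR and of the reading by eye, so a gap left open says nothing of its cause. For ER in BT474-Var1 cells the paper shows about -0.4 in Fig. 5E, read by eye, and ESR1 changed by -0.13 on its brightest probe; none of the 9 alternatives that moved it closed the gap (-0.20 to 0.40). For ER in BT474-Var4 cells the paper shows about -0.1 in Fig. 5E, read by eye, and ESR1 changed by -0.47. Of 9 alternatives that moved it, the probe A_24_P383478 (-0.06) closed the gap and the other 8 did not. The paper's text singles out Var4 for a major effect on ER and PR, so the reading of the ER bars is in doubt. For PR the paper shows about -1.3 in BT474-Var1 cells in Fig. 5E, read by eye, where PGR changed by -0.29, and about -2.6 in BT474-Var4 cells in Fig. 5E, read by eye, where it changed by -1.22. None of the 8 alternatives that moved these values closed either gap (-0.48 to -0.16, and -1.32 to -1.16).

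For NR2F1 in BT474-Var4 cells the paper shows about -2.5 in Fig. 5F, read by eye, and the array gave -0.87, with 0 of 7 alternatives closing the gap (-0.97 to -0.28). For OCT4 the paper shows about 3 in BT474-Var1 cells in Fig. 5F, read by eye, and POU5F1 changed by 0.68, with 0 of 7 alternatives closing the gap (0.35 to 0.86). In BT474-Var4 cells it shows about 0.5 in Fig. 5F, read by eye, against -0.0688 on the array, and 0 of 7 alternatives closed the gap (-0.24 to 0.11).

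The paper states that Var1 raised endogenous Var4, and which variant each NR2F1-AS1 probe matches is not known. Of the probes higher in BT474-Var4 cells, A_24_P51080 was not above background on either BT474-Var1 array, while A_22_P00006111 was at least 6.07-fold higher in BT474-Var1 than in Control cells (adjusted p = 0.0134; 2.9e-05 to 0.0627 over all alternatives). It states that TGFB2 rose in BT474-Var1 cells; the TGFB2 probe was well above background on 0 of the 2 BT474-Var1 arrays. It states that ER was lower with both variants. The brightest ESR1 probe was not called in BT474-Var1 cells under any alternative. The other ESR1 probes were tested under the main setting alone and were not called there. Fig. 5G shows no fall of BMP7 or RARA, whereas the brightest probes of both were lower in both populations, BMP7 by -0.33 and -0.37 and RARA by -0.33 and -0.46; the other RARA probe changed by 0.03 in BT474-Var4 cells.

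The paper states that hypoxia and glycolysis were enriched in both populations. The legend of Fig. 5H describes the GSEA as of both populations combined against Control, on sets that were not used here. Tested that way with camera, hypoxia, glycolysis, apoptosis and EMT were higher (adjusted p = 6.8e-18, 4.4e-05, 5.3e-04 and 0.0366). MYC targets were lower (adjusted p = 5.3e-04), and some alternatives lost this call and that of EMT. The single-population tests that follow are another comparison than that of Fig. 5H. Here the median of the glycolysis list was 0.36 in BT474-Var1 and -0.03 in BT474-Var4 cells (adjusted p = 0.463), and that of hypoxia was 0.00 in BT474-Var4 cells, although camera called it higher (adjusted p = 0.0419). It states that both populations lowered MYC targets, which were not called in BT474-Var4 cells (adjusted p = 0.102); they were without a filter on dim probes, with a trend in eBayes, without BT474-Var4 B (adjusted p = 0.0452) and under fry (0.004), in a range of 0.004 to 0.349 over all alternatives. EMT and the apoptosis list were not called higher in BT474-Var1 cells (adjusted p = 0.504 and 0.207); quantile normalization and fry called the apoptosis list (0.0183 and 0.00343; up to 0.609 over all alternatives), and fry called EMT lower (0.00672; up to 0.619). IL6, JAK and STAT3 signaling was called in BT474-Var1 cells by fry (adjusted p = 0.0126) and by preranked enrichment but not by camera (0.0126 to 0.919 over all alternatives), and interferon gamma response by none of these (0.192 to 0.784). Beyond the sets by which the paper's GSEA told the populations apart, hypoxia differed here, and 11 of 21 lists differed between them with camera, 9 with preranked enrichment, 20 with fry and 0 with an estimated correlation (4 at an unadjusted p).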

Other observations

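The tests and values here were chosen after the results had been seen, apart from BHLHE40 and the lists.

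BHLHE40, the gene of DEC1, rose by 3.24 (adjusted p = 0.00197) in BT474-Var1 and by 0.75 (adjusted p = 0.013) in BT474-Var4 cells, and the difference was -2.49 (adjusted p = 0.0012). The call in BT474-Var4 cells was lost without Control A (adjusted p = 0.0735), Control B (0.0707) or BT474-Var4 A (0.0517). Ribosomal protein genes (47 tested) had a median of -0.21 in BT474-Var4 cells (adjusted p = 5.0e-08), -0.06 in BT474-Var1 cells (0.217) and -0.13 over both (9.8e-06), and with quantile normalization the calls were lost (the cause was not tested). Luminal epithelial genes (20 tested) had medians of 0.10 in BT474-Var1 (adjusted p = 0.0707) and -0.07 in BT474-Var4 cells (0.593) and -0.02 over both, where the mean was 0.01 (0.588); quantile normalization, a trend in eBayes and fry called the list higher in BT474-Var1 cells (2.0e-04 to 0.24 over all alternatives). In BT474-Var4 cells a trend in eBayes and fry called it lower (1.7e-04 to 0.856), while its median was positive, at 0.04, with quantile normalization. Between the populations its median was -0.17 (adjusted p = 0.0914; 1.2e-05 to 0.316 over all alternatives), called lower in BT474-Var4 cells with quantile normalization, without a filter on dim probes, with a trend in eBayes and by fry.

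The spike-in control probes were higher on the BT474-Var1 arrays than on the Control arrays by 0.37 (0.21 to 0.39), and BT474-Var4 minus Control was -0.01. Before the shift to the 75th percentile the difference between BT474-Var4 and BT474-Var1 arrays was -0.17.

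Among probes called higher in BT474-Var4 cells, 3 words passed the threshold of 65011, GAGAGAGA (12 of 105 probes, adjusted p = 0.00804), AGAGAGAG and AAGAGAGA, and among probes called lower in either population 0 words did.

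Along the chromosomes, the largest median shift over 41 neighboring genes was 0.33 in BT474-Var1 cells, on chromosome 19, and 0.28 in BT474-Var4 cells, on chromosome 3. Windows as large appeared in 5 of 200 shuffles for BT474-Var1 and in 1 of 200 for BT474-Var4 cells. Copy number changes in the cells that survived selection were put forward as a hypothesis; with shuffles that do not keep neighboring genes together, co-regulated neighbors and copy number changes cannot be told apart.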
